# Inhibition of Notch4 Using Novel Neutralizing Antibodies Reduces Tumor Growth in Murine Cancer Models by Targeting the Tumor Endothelium

**DOI:** 10.1158/2767-9764.CRC-24-0081

**Published:** 2024-07-10

**Authors:** Jason W.-L. Eng, Yu Kato, Yusuke Adachi, Bhairavi Swaminathan, L.A. Naiche, Rahul Vadakath, Yoshimasa Sakamoto, Youya Nakazawa, Sho Tachino, Ken Ito, Takanori Abe, Yukinori Minoshima, Kana Hoshino-Negishi, Hideaki Ogasawara, Tomomi Kawakatsu, Miyuki Nishimura, Masahiko Katayama, Masashi Shimizu, Kazuhiro Tahara, Toshitaka Sato, Katsuhisa Suzuki, Kishan Agarwala, Masao Iwata, Kenichi Nomoto, Yoichi Ozawa, Toshio Imai, Yasuhiro Funahashi, Junji Matsui, Jan Kitajewski

## Abstract

Endothelial Notch signaling is critical for tumor angiogenesis. Notch1 blockade can interfere with tumor vessel function but causes tissue hypoxia and gastrointestinal toxicity. Notch4 is primarily expressed in endothelial cells, where it may promote angiogenesis; however, effective therapeutic targeting of Notch4 has not been successful. We developed highly specific Notch4-blocking antibodies, 6-3-A6 and humanized E7011, allowing therapeutic targeting of Notch4 to be assessed in tumor models. Notch4 was expressed in tumor endothelial cells in multiple cancer models, and endothelial expression was associated with response to E7011/6-3-A6. Anti-Notch4 treatment significantly delayed tumor growth in mouse models of breast, skin, and lung cancers. Enhanced tumor inhibition occurred when anti-Notch4 treatment was used in combination with chemotherapeutics. Endothelial transcriptomic analysis of murine breast tumors treated with 6-3-A6 identified significant changes in pathways of vascular function but caused only modest change in canonical Notch signaling. Analysis of early and late treatment timepoints revealed significant differences in vessel area and perfusion in response to anti-Notch4 treatment. We conclude that targeting Notch4 improves tumor growth control through endothelial intrinsic mechanisms.

**Significance:**

A first-in-class anti-Notch4 agent, E7011, demonstrates strong antitumor effects in murine tumor models including breast carcinoma. Endothelial Notch4 blockade reduces perfusion and vessel area.

## Introduction

Notch signaling directs cellular responses during normal development across an evolutionarily wide spectrum of organisms and is implicated in human disease pathogenesis. In mammals, four Notch proteins act as receptors for Notch ligands, and these regulate biological processes that range from cell fate determination to tumorigenesis (1). Notch1 to Notch4 share extensive homology within their extracellular domains (ECD), which consist primarily of EGF-like repeats linked to a transmembrane domain by a negative regulatory region (NRR; refs. 2–4). Receptor/ligand binding triggers proteolytic cleavage of the Notch receptors, releasing the intracellular domain (ICD) which translocates into the nucleus to drive transcription of downstream targets (4). The ICDs of Notch proteins exhibit variability outside of the conserved RAM domains and ankyrin-rich repeats; notably, Notch4 lacks an identifiable transactivation domain which is found in Notch1 (2).

Angiogenic sprouting and vessel maturation are guided by endothelial Notch proteins (5). Normal vascular endothelial cells (EC) principally express Notch1 and Notch4 (2). The critical role of endothelial Notch1 in angiogenesis arises from the regulation of endothelial tip and stalk cell identity, which facilitates the formation of nascent vessels (6). The role of Notch4 in angiogenesis has remained poorly defined. Global knockout mouse models suggest that Notch4 plays a proangiogenic role during development (7–9). However, varying reports describe antiangiogenic activity (10), overlapping activity with Notch1 (8, 9), or vessel diameter regulatory functions (11). Publicly available single-cell databases indicate that Notch4 expression is maintained in the adult endothelium in both mice and humans (12, 13). Notch4 expression increases in ECs of some mouse tumor models, including MMT-PyMT breast carcinomas (14) and ASV-B hepatocellular carcinoma (15). MMTV-PyMT–derived tumors implanted in Notch4-knockout mice exhibited reduced vessel perfusion and delayed onset of tumor growth, suggesting that Notch4 plays a distinct role in tumor endothelial function, although final tumor growth was not affected in this model (14). Interrogation of a public database of 26 human breast cancer samples shows that Notch4 is expressed primarily in ECs in tumors and further enriched in tip-like endothelial clusters (16). Bioinformatic analysis from human triple-negative breast cancer samples has identified endothelial Notch4 as a promising prognostic marker and highlighted its potential function in the tumor microenvironment (17).

To examine the role and therapeutic potential of Notch4 in tumor angiogenesis, we developed a first-in-class therapeutic blocking antibody against Notch4. By screening a hybridoma panel from an immunizing peptide consisting of the human Notch4 (hNotch4) extracellular EGF and NRR regions, we identified anti-Notch4, clone 6-3-A6, and created a humanized derivative, E7011. Treatment with 6-3-A6 or E7011 substantially reduced tumor growth and vessel function in multiple murine cancer models in which Notch4 was expressed in the tumor endothelium. Tumor models with low endothelial Notch4 expression responded poorly to Notch4 inhibition, even in cases in which tumor cells expressed Notch4. Using endothelium-specific, ribosome-associated mRNA sequencing to evaluate expression changes in a mouse breast cancer model treated with 6-3-A6, we determined that Notch4 inhibition alters tumor endothelial pathways associated with vascular function. Surprisingly, we did not observe an effect on downstream canonical Notch targets in response to 6-3-A6 treatment.

Antiangiogenic agents in single or combination therapy are the standard of care for many tumor types (18). However, most current antiangiogenic therapies target one common pathway, VEGF signaling, and many tumors develop resistance. Our results show that targeting Notch4 specifically alters perfusion and vessel area, contributing to improved tumor control in single or combination therapy; thus, these novel Notch4-blocking antibodies represent a powerful new tool for altering the tumor vasculature.

## Materials and Methods

### Cell lines

Calu-6, MDA-MB-231, DU145, Py8119, B16F10, and Lewis lung carcinoma cell lines were purchased from ATCC. The SEKI human melanoma cell line was purchased from JCRB. Py8119 cells were cultured in F12/K media (Gibco) with 10% FBS (Avantor) at 37°C with 5% CO_2_. B16F10 and Lewis lung tumor cells were cultured in DMEM (Gibco) with 10% FBS at 37°C with 5% CO_2_. All cell lines were tested for *Mycoplasma* weekly (MycoAlert, Lonza).

### Antibody development

Anti-Notch4 antibodies were developed by Eisai Co., Ltd. and KAN Research Institute. The hNotch4 EGFR27-29_NRR domain was purified as a fusion protein with secreted embryonic alkaline phosphatase and His10-tag from HEK293E cells (Invitrogen/Life Technologies) with Protino Ni 1000 prepacked columns and used to inoculate mice. Hybridomas were established by fusion of immunized mouse lymph node cells and P3U1 myeloma cells, and candidate antibodies were screened using the Notch4 Gal4-Luc assay described below. Clone 6-3-A6 was identified as anti-Notch4. Clone 6-3-A6 was humanized into E7011 by grafting the complementary-determining regions and selected framework residues of 6-3-A6 onto human antibody framework regions. The sequence encoding E7011 was inserted into the pcDNA3.3 vector (Invitrogen), transiently expressed using the FreeStyle 293-F system (Invitrogen), and purified from the culture supernatant with recombinant Protein A (GE HealthCare).

### Notch4-binding assays

To establish binding kinetics of E7011 and 6-3-A6, the rat anti–human δ-chain IgG was immobilized on a CM5 sensor chip. E7011 and human/mouse chimera anti-Notch4 (clone: 6-3-A6, hIgG1-chimera) were each captured on CM5 chips. Serial dilutions of recombinant Notch4 protein (from 0.31 to 20 nmol/L) were injected over the surfaces in multiple cycle kinetic experiments in Biacore A100. The flow rate was 30 µL/minutes, and association and dissociation times were 120 and 300 seconds, respectively. The double-referenced binding curves were fitted to the 1:1 Langmuir binding model using Biacore A100 evaluation software (GE HealthCare).

To determine Notch family specificity, human Notch1, Notch2, Notch3, and Notch4 were stably overexpressed in Raji, a human B-cell lymphoma cell line (D.S. Pharma). For overexpression of Notch4 derived from various species, such as human, mouse, and monkey, HEK293 cells were used. The cells were stained with control IgG2, E7011, or 6-3-A6 at 0.01 to 10 µg/mL for 20 minutes on ice, and after washing with 2% FBS in PBS, the cells were stained with PE-labeled anti–human or –mouse IgG antibody for 20 minutes on ice. Notch4 binding was determined by FACS using the FACSAria II and FACSymphony A5. The mean fluorescence intensity (MFI) was calculated using BD FACSDiva software and Cytobank.

### Notch4 Gal4-Luc assay

Using a vector expressing the Notch4 ECD::Notch1 ICD::Gal4 domain and a separate Gal4-UAS-Luc2CP vector, we established a stably overexpressing bEnd.3 mouse endothelioma cell line (ATCC) reporter cell line. Fifty microliters/well of 10 μg/mL recombinant human DLL4 protein (R&D) in PBS was poured in each well of a 96-well plate. After overnight incubation at 4°C, the 96-well plate was washed with PBS. Fifty microliters/well of 10^5^/mL of bEnd.3-Notch4 reporter cells and increasing concentrations of 6-3-A6 and E7011 were added in each well. The cells were cultured for 24 hours at 37°C. Using the dual-luciferase reporter assay system, firefly luciferase activity as a Notch signaling readout and Renilla luciferase activity as a control were detected by Envision.

### Xenograft, syngeneic tumor implantation, and nontumor studies

All procedures involving mice were approved by the Animal Care Committee at the University of Illinois Chicago, Health Science Center for Accreditation of Laboratory Animal Care, or conducted in accordance with the Institutional Animal Care and Use Committee guidelines of Eisai Co., Ltd., as appropriate for the location of mouse work performed. BALB/c*Foxn1*^*nu/nu*^ (nude) mice were obtained from the Charles River Laboratories, Japan. Cells were injected subcutaneously with 5 to 10 × 10^6^ cells in 100 mL of 1:1 mixture of Matrigel and culture media. 6-3-A6 or E7011 was diluted with PBS injected intravenously (i.v.) at a dosage of 25 mg/kg. Paclitaxel was diluted with ethanol/cremophor/5% glucose solution (1:1:18) and injected intravenously daily for 5 days. Bevacizumab was administered intravenously at 25 mg/kg twice weekly, and lenvatinib was given by oral gavage at 10 mg/kg daily. Tumor size was calculated as tumor volume (mm^3^) = long distance (mm) × short distance (mm) × short distance (mm)/2.

Male and female C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and established in breeding colonies. For *in vivo* studies involving Py8119 tumor cells, a total of 10^6^ cells suspended in sterile 100 μL of PBS were orthotopically injected with a 27-g insulin syringe into the fifth mammary fat pad of 8- to 10-week-old female C57BL/6J mice. For *in vivo* studies involving B16F10 melanoma cells or Lewis lung carcinoma cells, a total of 5 × 10^5^ cells suspended in 100 μL of PBS were injected with a 27-g insulin syringe into the right lateral flank of 8- to 10-week-old male and female C57BL/6J mice. 6-3-A6 and E7011 were administered intravenously at 25 mg/kg twice weekly. For preventative studies, treatment was initiated 12 hours after tumor implantation. For treatment studies, tumors were allowed to reach ∼30 to 50 mm^3^ prior to beginning treatment.

For nontumor-bearing mice studies, male C57BL/6 mice were purchased and housed as above. E7011 or control IgG was administered intravenously at 25 mg/kg twice weekly for 4 weeks, and liver tissues were harvested. Images were photographed for gross examination.

### Vessel perfusion analysis

At indicated timepoints, nude mice bearing Calu-6 tumors were intravenously injected with Hoechst 33342 (0.5 mg/mouse) and then sacrificed after 5 minutes. C57BL/6 mice bearing Py8119 or B16F10 tumors were injected intravenously with fluorescent tomato lectin (VectorLabs, 50 μL/mouse) and sacrificed after 30 minutes. All tumor specimens were fresh-frozen at optimal cutting temperature and cryosectioned for analysis. To determine perfusion, tumor vessels were stained with anti-CD31 (BD Pharmingen). Hoechst-positive areas of each fluorescence image were determined by using Lumina Vision (ver. 2.2.2, Mitani Corporation), whereas tomato lectin–positive areas were analyzed using ImageJ software analysis. Perfusion was calculated as Hoechst-positive or tomato lectin–positive areas over the total CD31-positive area.

### Immunofluorescence and IHC staining

For immunofluorescence (IF) staining, tumors were harvested at indicated timepoints, bisected, frozen in optimal cutting temperature compound, and sectioned at a thickness of 7 to 10 μm. Prior to staining, the sections were air-dried, rinsed in PBS, and fixed in ice-cold acetone for 7 minutes. The sections were rinsed in PBS with 0.5% Tween-20 and then subsequently blocked with 3% normal goat serum in PBS-T to eliminate nonspecific binding.

Primary antibodies included CD31 (BD Pharmingen, 1:400), anti-CD68 (Thermo Fisher Scientific, 1:250), and Notch4 (Kitajewski lab, 1:250). Secondary antibodies included anti–rabbit Alexa Fluor 594 (Invitrogen, 1:1000), anti–rat Alexa Fluor 488 (Invitrogen 1:1000), and biotinylated goat anti-rat (VectorLabs, 1:500). All sections were incubated with primary antibodies diluted in blocking solution overnight at 4°C, washed, and incubated with secondary antibodies for 1 hour at room temperature. The sections were rinsed and mounted in VECTASHIELD with DAPI (VectorLabs) for IF. Images were acquired on a Zeiss Axio Imager at 10× magnification. Quantification of staining was performed using ImageJ software.

### Flow cytometry analysis

Single-cell suspensions from tumors were prepared by enzymatic dissociation with type IV collagenase (Worthington), 20 U/mL DNase I in DMEM, for 30 minutes at 37°C with agitation. The cells were strained through 100-μm and 70-μm meshes and then centrifuged for 30 minutes at 4°C at 1600 × *g* on a Ficoll cushion (Cytiva) to eliminate dead cells. Live cell counts were performed on a Countess II cell counter (Thermo Fisher Scientific), and a total of 2 × 10^6^ cells in 2 mL were used for staining per sample. Cells were blocked with 1 μL of anti-FC block followed by 0.5% BSA (Sigma-Aldrich) in PBS. Anti-CD31 (1 μL/10^6^ cells) and either E7011 (500 ng/10^6^ cells) or human IgG (500 ng/10^6^ cells) were added to each sample and incubated for 1 hour on ice, washed with ice-cold PBS, and incubated with anti–human Alexa Fluor 555 (Invitrogen) at 0.5 μL/10^6^ cells for 30 minutes on ice protected from light. The cells were washed and fixed with 1% methanol-free formaldehyde and stored at 4°C. Data were collected on BD FACSAria II and analyzed with FlowJo software. A total of *n =* 3 tumors/group were analyzed.

### EC RiboTag isolation and data analysis

RiboTag mice (19) were graciously provided for use by Peter Canoll (Columbia University, New York City, NY). Cdh5-Cre mice were obtained from the Ralf Adams Laboratory (20). *Cdh5-Cre*^*Tg/Tg*^*/RiboTag*^*flox/flox*^ (RiboTag^EC^) mice were maintained on a C57BL/6J background and genotyped by TransnetYX. RiboTag^EC^ female mice of 3 weeks old were intraperitoneally injected with tamoxifen dissolved in corn oil (75 mg/kg) for five consecutive days and rested until 8 weeks of age. Py8119 tumor cells were then implanted into the left fifth mammary fat pad, as previously described. Once tumors reached ∼30 mm^3^, the mice were randomized and then injected intravenously through the retro-orbital sinus with either 25 mg/kg of 6-3-A6 antibody or control mouse IgG (Jackson ImmunoResearch) twice weekly for 10 days. After the mice were euthanized, tumors were rapidly resected and snap-frozen in liquid nitrogen. Samples were stored at −80°C until polysome immunoprecipitation.

To isolate actively translating mRNA from EC polysomes, the tumor tissue was pulverized using a mortar and pestle in liquid nitrogen and suspended in RNA tissue lysis buffer [50 mmol/L Tris pH 7.5 (Invitrogen), 100 mmol/L KCl (Invitrogen), 15 mmol/L MgCl_2_ (Invitrogen), 100 μg of cycloheximide (Sigma-Aldrich), 1% Triton X-100 (Thermo Fisher Scientific), 1 mmol/L DTT (Sigma-Aldrich), 7.5 μL/mL protector RNA (Roche), 12 μL/mL Turbo DNase (Thermo Fisher Scientific), 10 μL/mL Halt Protease Inhibitor (Thermo Fisher Scientific), and RNAse-free H_2_O (Thermo Fisher Scientific)]. The mixture was transferred to a glass Dounce homogenizer on ice and then lysed with 10 strokes of pestle A, followed by an additional 10 strokes with pestle B. The lysed mixture was transferred to an ice-cold microcentrifuge tube and spun at 16000 × *g* for 10 minutes at 4°C. The supernatant was aspirated, and 100 μL was set aside for input analysis. The remainder of the supernatant was added to dynabeads (Thermo Fisher Scientific) conjugated to anti-HA antibodies (Abcam), and rocked on ice for 2 hours. The beads were separated by magnetic separation, washed twice with wash buffer, and then eluted using TRIzol (Thermo Fisher Scientific). The mRNA was isolated using a TRIzol Microprep kit (Zymo Research) and eluted into 13 μL of RNAse-free H_2_O. Prior to submitting the samples for sequencing, RNA quality and concentration were assessed using Agilent TapeStation 4200. Sequencing was performed on NovaSeq 6000 (SP flow cell, 100 bp single reads) at the DNA-sequencing laboratory at the University of Illinois at Urbana-Champaign.

Raw reads (*fastq*) were aligned with the mouse genome (mm10) using STAR (version 2.7.4a). The same files were processed to obtain raw counts using FeatureCounts (version 2.0.1), which was used as input for differential gene expression using DESeq2 (7). For visualization, normalized counts were adjusted to log scale (*rld*) and used to generate the principal component analysis (PCA) and heatmaps. To confirm that the IP fraction contained highly purified endothelial mRNA in immunoprecipitated (IP) fractions, we compared the enrichment of endothelial marker genes in the IP fraction with the original homogenate.

The initial PCA of the IP fraction showed low resolution between treated and control samples (*n* = 5 each), but after removing outliers, the separation between the two groups was more pronounced (PC1 = 60%, three controls, three treated). Differential gene expression analysis was performed using a design formula in DESeq2 (*design = ∼condition*), and changes in gene expression were assessed by log-fold changes (LFC). Genes with *P*_adj_ < 0.05 were identified as showing statistical differences in expression. LFCs greater than zero indicate upregulation, and LFCs less than zero indicate downregulation.

### qPCR analysis

For cDNA synthesis, a total of 2 ng of mRNA from the endothelial IP fraction was reverse-transcribed using the Verso cDNA synthesis kit (Thermo Fisher Scientific) with oligo-dT primers in a thermocycler (Applied Biosystems). A total reaction volume of 15 μL was loaded into a 96-well plate. Each reaction consisted of 200 pg of cDNA, 0.5 nmol/L of forward and reverse primers (IDT), 1x FastStart SYBR Green Master (Rox; Roche), and molecular-grade H_2_O. Reactions were amplified for 45 cycles on an ABI ViiA 7 qPCR system (Life Technology). Each sample was performed in duplicate. Calculation of the 2^−ΔΔct^ was performed using the formula Δct = average CT value of the gene of interest − the average CT value of β-actin. The ΔΔct was calculated by subtracting the Δct of the gene of interests from the average of the Δct from the treatment or control group and then calculating the 2^−ΔΔct^. *Hes1* primers (Forward 5′-CCA​GCC​AGT​GTC​AAC​ACG​A-3′; Reverse 5′-AAT​GCC‐GGG​AGC​TAT​CTT​TCT-3′). *Rnd1* Primers (Forward 5′-CAG​TTG​GGC​GCA‐GAA​ATC​TAC-3′; Reverse 5′-TGG​GCT​AGA​CTT​GTT​CAG​ACA-3′).

### Statistical analysis

Statistical analysis was performed as described in the figure legends unless otherwise specified. In figures without any notation, statistical analysis was performed and found not to be significant.

### Data availability

The data generated in this study are publicly available in Gene Expression Omnibus at GSE241629.

## Results

### Generation and characterization of first-in-class Notch4-blocking antibodies

The development of inhibitors specific to different Notch family members has been hindered by the high degree of shared homology in the ECD of the Notch proteins. To generate a Notch4-specific antibody, we targeted the NRR, a region of low homology between Notch proteins which has previously been used as the target for generating antibodies against Notch1 to Notch3 (21, 22). We fused human secreted embryonic alkaline phosphatase to the EGF-like repeats 27 to 29 of hNotch4 along with the NRR, followed by a 10xHis-tag sequence (Fig. 1A). The resulting recombinant protein was expressed and then isolated by His-tag purification and used to immunize mice. Hybridomas generated from immunized mice were screened for Notch4 reactivity, and clone 6-3-A6 was identified. The purified murine antibody 6-3-A6 was used as the basis for generation of a humanized version. We grafted the complementary-determining regions and framework residues of 6-3-A6 onto human antibody framework regions and generated the fully humanized antibody E7011.

**Figure 1:**
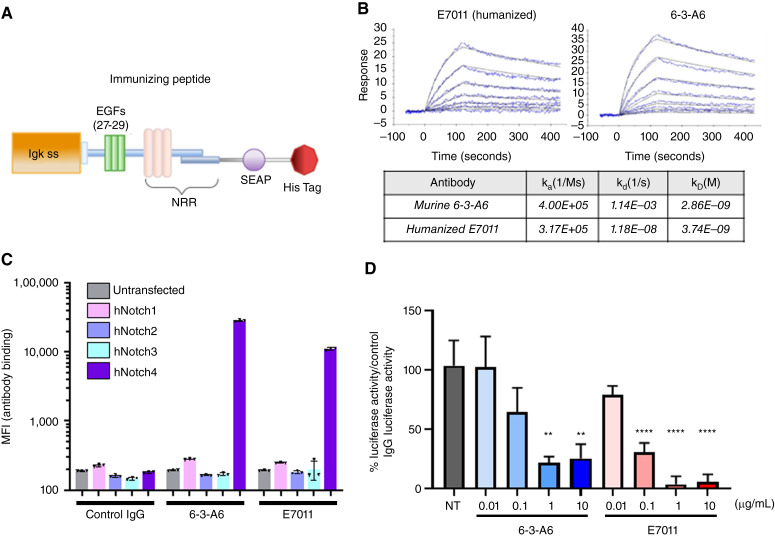
Development and validation of 6-3-A6 and E7011 as Notch4 inhibitors. **A,** Schematic of the immunizing epitope used to generate clone 6-3-A6. EGF, EGF repeats; Igk, immunoglobulin κ chain; SEAP, secreted embryonic alkaline phosphatase. **B,** Binding assay of the fully humanized E7011 and 6-3-A6 fused to human Fc for immobilization. Affinity to recombinant human Notch4 was calculated with surface plasmon resonance. **C,** Affinity of 6-3-A6 and E7011 to Raji cell lines generated to overexpress full-length human Notch1, Notch2, Notch3, and Notch4 (hNotch1 to 4, respectively). Binding was determined by MFI with flow cytometry analysis (*n* = 3). **D,** Luciferase reporter assay using a Notch4-ECD/Notch1-ICD-Gal4 fusion protein expressed in bEnd.3-immortalized ECs. Luminescence was measured with increasing concentrations of added E7011 or 6-3-A6. Statistical analysis performed with one-way ANOVA with the Dunnett multiple comparison test, plotted as average ± SEM; **, *P* < 0.01; ****, *P* < 0.0001.

To determine binding characteristics of these anti-Notch4 antibodies, we performed surface plasmon resonance (23). Anti–human IgG was immobilized onto chips to capture 6-3-A6 (fused to human Fc) or E7011, respectively. An analyte solution containing increasing concentrations of recombinant hNotch4 protein was flowed across the immobilized antibodies to determine association and dissociation constants. The binding curves and dissociation constants for 6-3-A6 and E7011 indicate high affinity binding for human, cynomolgus monkey, and mouse Notch4 with K_D_ values in the range of 1E^−10^ (Fig. 1B; Supplementary Fig. S1A). Because Notch family proteins share high degrees of homology, we validated the specificity of these antibodies by transfecting Raji lymphoma cell lines with full-length constructs for human Notch1, Notch2, Notch3, and Notch4 (Supplementary Table S1) and assessing binding of 6-3-A6 and E7011 by flow cytometry. MFI analysis demonstrated that both 6-3-A6 and E7011 bound specifically to human, cynomolgus monkey, and mouse Notch4 in a dose-dependent manner but not to other Notch proteins (Fig. 1C; Supplementary Fig. S1B).

We verified the ability of these antibodies to block Notch4 activation using an *in vitro* luciferase reporter system designed to measure proteolytic cleavage–dependent Notch transcriptional activity. bEnd.3-immortalized ECs were transfected with a fusion protein comprising the Notch4 ECD, the Notch1 ICD, and a C-terminal Gal4 domain. The Notch4–ligand interaction was assessed following the release of the cleaved ICD, which was detected using a cotransfected vector containing a luciferase reporter under the transcriptional regulation of the Gal4 upstream activation sequence. Dual-transfected cells were seeded onto DLL4-coated plates to induce Notch4 activation. Increasing concentrations of 6-3-A6 or E7011 reduced luciferase activity in a dose-dependent manner, indicating that both antibodies effectively inhibit DLL4-mediated Notch4 activation (Fig. 1D). In these experiments and subsequent *in vivo* testing in which 6-3-A6 or E7011 was examined, the activities of these two were statistically indistinguishable, allowing us to assess and describe the functions of both antibodies.

### Anti-Notch4 antibodies decrease tumor growth in human tumor xenograft models that express endothelial Notch4

To evaluate the function of tumoral Notch4, we first determined tumor cell and stromal cell types that express Notch4. Prior studies have indicated that Notch4 can be expressed by tumor endothelium, immune cells, and some cancer cells (24–27). We examined the presence of Notch4 by IF staining of tumors derived from Calu-6 non–small cell lung carcinoma (NSCLC) and MDA-MB-231 triple-negative breast carcinoma implanted into BALB/c nude mice. Although analysis of both tumor models identified detectable levels of Notch4, in Calu-6 xenografts, the Notch4 signal was primarily localized to CD31-positive ECs, whereas in MDA-MB-231 xenografts, Notch4 expression did not overlap with the tumor vasculature (Fig. 2A).

**Figure 2:**
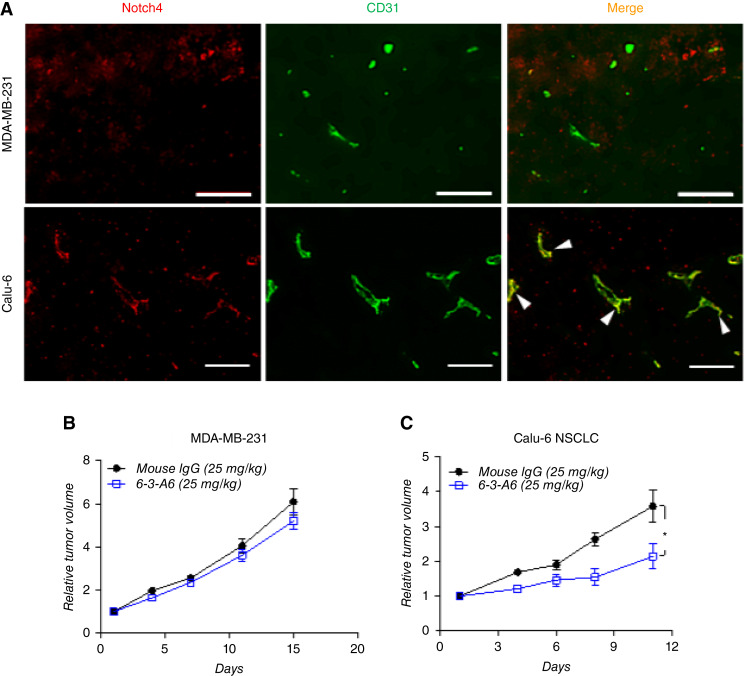
Treatment of human tumor xenografts with 6-3-A6 delays growth of tumors which express endothelial Notch4. **A,** IF staining of Notch4 (red) and CD31^+^ tumor vessels (green) in human tumor xenografts. Arrowheads indicate Notch4-expressing vessels (Scale bar = 200 μm). **B** and **C,** Tumor growth curves of subcutaneously implanted tumors from the indicated cell lines. **B,** MDA-MB-231 xenografts treated intravenously with 6-3-A6 (*n* = 5). **C,** Calu-6 human NSCLC xenograft tumors treated intravenously with 6-3-A6. All treatments started 12 hours after tumor implantation. Statistical analysis performed with two-way ANOVA for tumor growth curves, plotted as average ± SEM; *, *P* < 0.05.

To evaluate 6-3-A6 efficacy against human xenograft tumor models, MDA-MB-231 or Calu-6 tumor cells were subcutaneously implanted into nude mice and treated intravenously with 6-3-A6 (25 mg/kg twice weekly) or control mouse IgG. We observed a significant decrease in the growth of Calu-6 tumors treated with anti-Notch4 therapy compared with control treatment (Fig. 2B). In comparison, treatment of MDA-MB-231 xenografts did not cause any growth delay (Fig. 2C). These findings suggest that endothelial Notch4 expression is crucial for tumors to respond to 6-3-A6 therapy.

We identified additional human tumor xenografts that expressed endothelial Notch4 (Fig. 3A), including SEKI (melanoma) and DU145 (prostate cancer). Similar to Calu-6, SEKI melanoma tumors responded to treatment with 6-3-A6 (Fig. 3B). Using this model, we evaluated 6-3-A6 against clinically available antiangiogenic agents. In Calu-6 tumors, 6-3-A6 showed antitumor effects comparable with, or possibly stronger than, lenvatinib treatment, whereas bevacizumab did not significantly impact growth (Fig. 3B). In DU145 tumors, 6-3-A6 as a single agent did not affect tumor growth but significantly enhanced the efficacy of paclitaxel treatment (Fig. 3C). We conclude that anti–Notch4-blocking agents have potent antitumor effects similar to clinically available antiangiogenic therapies, which may enhance the efficacy of existing chemotherapeutics.

**Figure 3:**
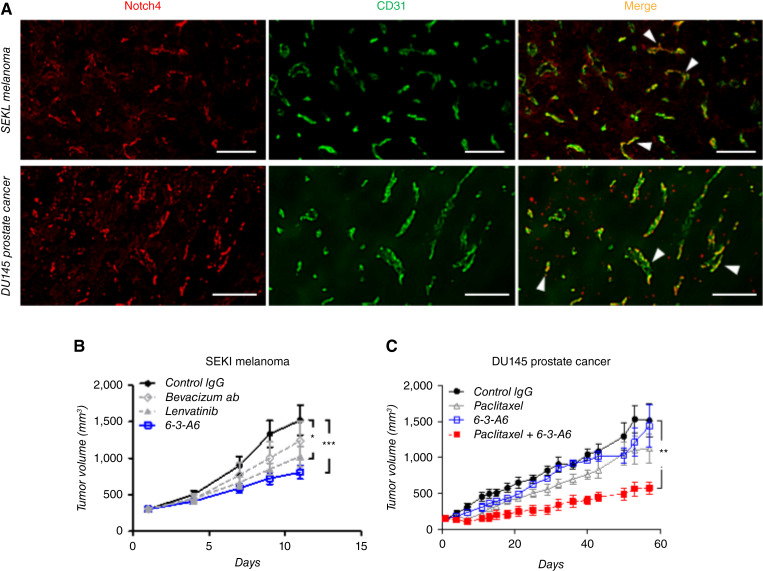
6-3-A6 treatment alone or in combination with other chemotherapeutic agents delays tumor growth in human tumor xenografts. **A,** IF staining of Notch4 (red) and CD31^+^ tumor vessels (green) in additional human tumor xenografts. **B,** SEKI melanoma human xenografts treated with 6-3-A6 alone, i.v. bevacizumab alone, or lenvatinib alone (*n* = 5). **C,** DU145 prostate xenografts treated with i.v. 6-3-A6, i.v. paclitaxel, or combination (*n* = 4 mice/group). All treatments started 12 hours after tumor implantation. Statistical analysis performed with two-way ANOVA for tumor growth curves, plotted as average ± SEM; *, *P* < 0.05; **, *P* < 0.005; ***, *P* < 0.001.

Previous preclinical studies with Notch or Notch ligand inhibitors revealed several adverse side effects, including induction of vascular neoplasms or weight loss (22). During our studies, we monitored body mass as an indicator of drug toxicity. In Calu-6, SEKI, and DU145 xenograft models, we saw no changes in the body mass of mice treated with 6-3-A6 compared with treatment with control IgG even up to 60 days of treatment (Supplementary Fig. S2A–S2C). In non–tumor-bearing C57BL/6 mice treated with E7011 or control IgG for 4 weeks, we performed a gross examination of the livers. Although prior studies have shown dilation of the sinusoids in the distal portions of the hepatic lobes in response to downstream Notch1 inhibition, we saw no overt changes to the vessels in response to E7011 (Supplementary Fig. S2D–E; ref. 28). These findings indicate that Notch4 blockade may be a safe therapeutic strategy.

### Anti-Notch4 antibodies reduce growth of syngeneic tumors

To recapitulate the diversity of the tumor microenvironment, we studied orthotopically and subcutaneously implanted syngeneic tumor lines in mouse models. We analyzed tumors grown in immunocompetent mouse models using three C57BL/6J syngeneic tumor lines: Lewis lung carcinoma (NSCLC), Py8119 (mammary carcinoma cells arising from the polyoma middle T antigen–expressing transgenic murine model), and B16F10 (murine melanoma cells). As seen in the xenograft models, endothelial Notch4 expression varied among tumor types (Fig. 4A). Py8119 and B16F10 primarily expressed Notch4 in ECs, whereas Lewis lung tumors showed expression predominantly in nonvascular cell populations.

**Figure 4:**
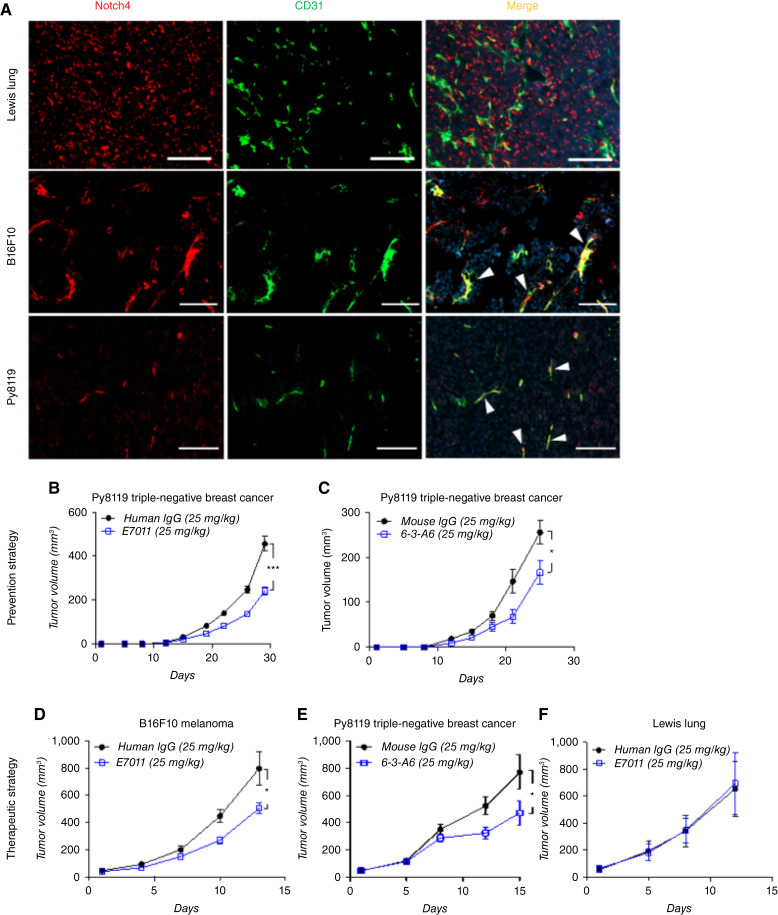
Treatment of tumors with 6-3-A6/E7011 delays tumor growth in syngeneic tumor models which express endothelial Notch4. **A,** IF staining of murine Lewis lung carcinoma, murine Py8119 breast carcinoma, and murine B16F10 melanoma with Notch4 and CD31. Arrowheads indicate Notch4-expressing vessels (scale bar = 200 μm). **B** and **C,** Preventative strategy using Py8119 tumor cells orthotopically implanted into the mammary fat pad and treated with **B,** E7011 (*n* = 18 human IgG, *n* = 17 E7011) or **C,** 6-3-A6 (*n* = 4) twice weekly starting 12 hours following tumor implantation. **D** and **F,** Tumor growth curve of subcutaneously implanted **D,** Lewis lung (*n* = 4) and **E,** B16F10 (*n* = 7) treated intravenously with E7011 (25 mg/kg twice weekly) and orthotopically implanted **F,** Py8119 murine breast carcinomas (*n* = 5) treated intravenously with 6-3-A6 (25 mg/kg twice weekly) once the average tumor volume of each cohort had reached approximately 30 mm^3^. Statistical analysis performed with two-way ANOVA for tumor growth curves, plotted as average ± SEM; *, *P* < 0.05; ***, *P* < 0.001. TNBC, triple-negative breast cancer.

To evaluate the effect of anti-Notch4 treatment in tumors grown in immunocompetent mice, we implanted Lewis lung or B16F10 cells subcutaneously in the flanks of C57BL/6J mice or injected Py8119 cells orthotopically into the mammary gland of female C57BL/6J mice. We first assessed whether anti-Notch4 therapy could prevent tumor growth in preclinical models. Py8119 cells were implanted orthotopically into the mammary gland, and treatment was initiated 12 hours later with i.v. control human IgG or E7011. Early preventative treatment of Py8119 tumors with E7011 significantly reduced tumor growth and final tumor mass when compared with control IgG (Fig. 4B; Supplementary Fig. S2F). To ensure that the therapeutic response was not caused by a nonspecific murine reaction to the humanized antibody, we replicated these Py8119 experiments with murine 6-3-A6 and observed a similar degree of tumor growth inhibition as seen with E7011 (Fig. 4C).

To mirror a therapeutic approach available to patients, tumors were allowed to establish and grow to 30 mm^3^ before starting treatment. In these established tumors, 6-3-A6/E7011 inhibited further growth in B16F10 (Fig. 4D) and Py8119 (Fig. 4E), which expressed endothelial Notch4, but not in the Lewis lung carcinoma model (Fig. 4F). These findings support the importance of tumor endothelial Notch4 in mediating tumor growth control by 6-3-A6/E7011 treatment. Thus, anti-Notch4 treatment may have broad clinical benefits in different cancers at different stages.

### Notch4 blockade alters endothelial gene signatures associated with angiogenesis

Our findings using different tumor models indicated that endothelial Notch4 in tumor vasculature was critical for 6-3-A6/E7011 to restrict tumor growth. Using flow cytometry on dissociated tumor cells from syngeneic Py8119 and B16F10 tumors, we confirmed that E7011 bound to CD31^+^ ECs but not to the CD31^−^ stromal and bulk tumor cells (Fig. 5A and B). To evaluate signaling pathways mediating tumor endothelial Notch4 function, we conducted endothelial translatomic analysis using the *Rpl22*^*tm1.1Psam*^ (RiboTag) system, whereby we isolated cell type–specific polysome-bound mRNA (19) in combination with endothelium-specific *Cdh5*^*TgCreERT2*^, referred to as RiboTag^EC^ mice. 

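RiboTag^EC mice carry a hemagglutinin (HA) tag on the ribosomal protein Rpl22 in cells in which Cdh5-driven Cre is active, so that immunoprecipitation (IP) with anti-HA antibodies recovers the ribosome-bound mRNA of endothelial cells from a homogenate of the whole tumor. Female mice were given 75 mg/kg of tamoxifen for 5 days from an age of 3 weeks, and Py8119 murine breast carcinoma cells were implanted at 8 weeks. Treatment with 25 mg/kg of 6-3-A6 or control mouse IgG lasted 10 days and began at a tumor volume of 30 mm3 in the methods and the sample labels, and of 50 mm3 in the results and the legend of Supplementary Fig. S3. From each of 10 tumors, 5 per treatment group, the homogenate (input) and the IP fraction were sequenced, which gave 20 libraries. The authors aligned the reads with STAR, counted them on genes with featureCounts and deposited the raw counts of all 20 libraries.

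The counts on genes totaled between 11881214 and 19325308 per library in control IgG input (median 15930893, n = 5), between 15677474 and 22790757 in control IgG IP (median 16561317, n = 5), between 13914730 and 26728205 in 6-3-A6 input (median 17757276, n = 5) and between 15589411 and 21621285 in 6-3-A6 IP (median 17359035, n = 5). A count of 0, which allows up to 3 counts, leaves room for 0.112 to 0.252 counts scaled to the library total (CPM) depending on the library, and this limit covers counting error only. In each pair of replicate libraries the median chi-square per gene was at least 3.17, where sampling noise alone gives 0.455. Replicates are separate tumors, so this spread includes the differences between tumors.

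The gene positions in the count table are those of the genome build GRCm39, whereas the methods name mm10. All 55789 genes listed with a single span have a length equal to that span, so that introns were counted with exons. All 12675 genes that lie wholly within other genes hold 0 counts in every library, against 11735 (38.5%) of the 30493 genes that no other gene overlaps. Genes in that position could therefore not be measured. The Notch target Nrarp, which another gene overlaps by 99.1%, also holds 0 counts. For the 6-3-A6 libraries, a description line in the sample labels names the opposite fraction from the title and the source name. The titles were followed, and Pecam1 reached 968 ± 466 CPM (SD, n = 5) in the libraries titled 6-3-A6 IP and 51.2 ± 14.0 CPM (SD, n = 5) in those titled 6-3-A6 input.

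The authors' table of their comparison holds the normalized counts of 3 control IgG IP libraries (replicates 2, 4 and 5) and 3 6-3-A6 IP libraries (replicates 1, 3 and 4). Control IgG IP 1 and 3 and 6-3-A6 IP 2 and 5 were left out by the study as outliers in the principal component analysis (PCA). The values given here come first from the 6 libraries that the study kept and then from all 10 IP libraries. Counts were normalized with edgeR's TMM factors, genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene is termed called at an adjusted p under 0.05, and log2 fold changes are 6-3-A6 over control IgG unless stated otherwise. Standard errors given with edgeR values are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They were not fitted directly and can differ from those of DESeq2, as for Ramp3 (0.60 here and 0.85 in the authors' table).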

Endothelium-specific RiboTag^EC^ expression was induced with tamoxifen by intraperitoneal injection (75 mg/kg for 5 days) in 3-week-old mice, which were then orthotopically implanted with Py8119 tumor cells at 8 weeks (Supplementary Fig. S3A). Once tumors reached an average of 50 mm^3^, 6-3-A6 or control IgG was administered, as above. Tumors were isolated 10 days after the start of treatment in order to minimize secondary effects resulting from differences in tumor size (Supplementary Fig. S3B) and to assess Notch inhibitory effects in early phases of tumor vascularization. HA-tagged endothelial ribosomes were immunoprecipitated directly from snap-frozen tumor homogenates (29). Sequencing of mRNA from total tissue homogenates and tagged ribosome-associated IP fractions confirmed high purity of endothelial mRNA isolation (Supplementary Fig. S3C). 

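Enrichment in the IP fraction was measured over all 20 libraries, with the treatment group in the edgeR model. All 17 genes of a list of endothelial markers were higher in IP than in input and were called. Their log2 fold changes of IP over input lay between 3.16 and 4.94, with a median of 4.36. Pecam1 (chromosome 11, 106545043 to 106641454, GRCm39) rose from 57.4 ± 9.60 CPM (SD, n = 5) in control IgG input to 1024 ± 553 CPM (SD, n = 5) in control IgG IP, and over both treatment groups its log2 fold change was 4.12 (standard error 0.32, edgeR adjusted p = 1.26e-09). Cdh5 (chromosome 8, 104828257 to 104871143) had a log2 fold change of 4.36 (standard error 0.30, edgeR adjusted p = 2.20e-10).

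Of 13582 genes tested, 5597 were called between the fractions, 2695 higher and 2902 lower in IP. Restricting the comparison to the tumors of the 6 libraries kept by the study moved this count most, to 3347. Among the 734 called genes without overlap between the 10 IP and the 10 input libraries, Sox18 (5.41), Zfp711 (5.39) and Uchl1 (5.38) had the largest log2 fold changes, and Nppb (-1.87), Wincr1 (-1.57) and Rpl23a (-1.51) the smallest.

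Marker genes of other cell types were lowered less than the endothelial genes were raised. The median log2 fold change of IP over input was -0.76 for 13 macrophage genes (10 called lower), -0.56 for 10 fibroblast genes (3 called lower) and -0.97 for 5 lymphoid genes (3 called lower). It was 0.04 for 6 epithelial genes (1 called lower) and 0.31 for 6 mural genes (2 called higher). In control IgG IP the macrophage genes averaged 8.61 ± 0.26 log2 CPM (SD, n = 5) and the endothelial genes 7.19 ± 0.98 log2 CPM (SD, n = 5).

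As a score of endothelial content, the mean log2 CPM of the macrophage, fibroblast and epithelial lists was subtracted from that of the endothelial list. In the libraries kept by the study the score was 0.55 ± 0.72 (SD, n = 3) in control IgG IP and 2.58 ± 0.05 (SD, n = 3) in 6-3-A6 IP (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Over all IP libraries it was 1.45 ± 1.36 (SD, n = 5) and 1.83 ± 1.15 (SD, n = 5), which did not differ beyond the spread between libraries (two-sided exact permutation test, p = 0.611). Among the libraries left out, it was 2.45 in control IgG IP 1, 3.14 in control IgG IP 3, -0.02 in 6-3-A6 IP 2 and 1.43 in 6-3-A6 IP 5.

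**Figure D1:**
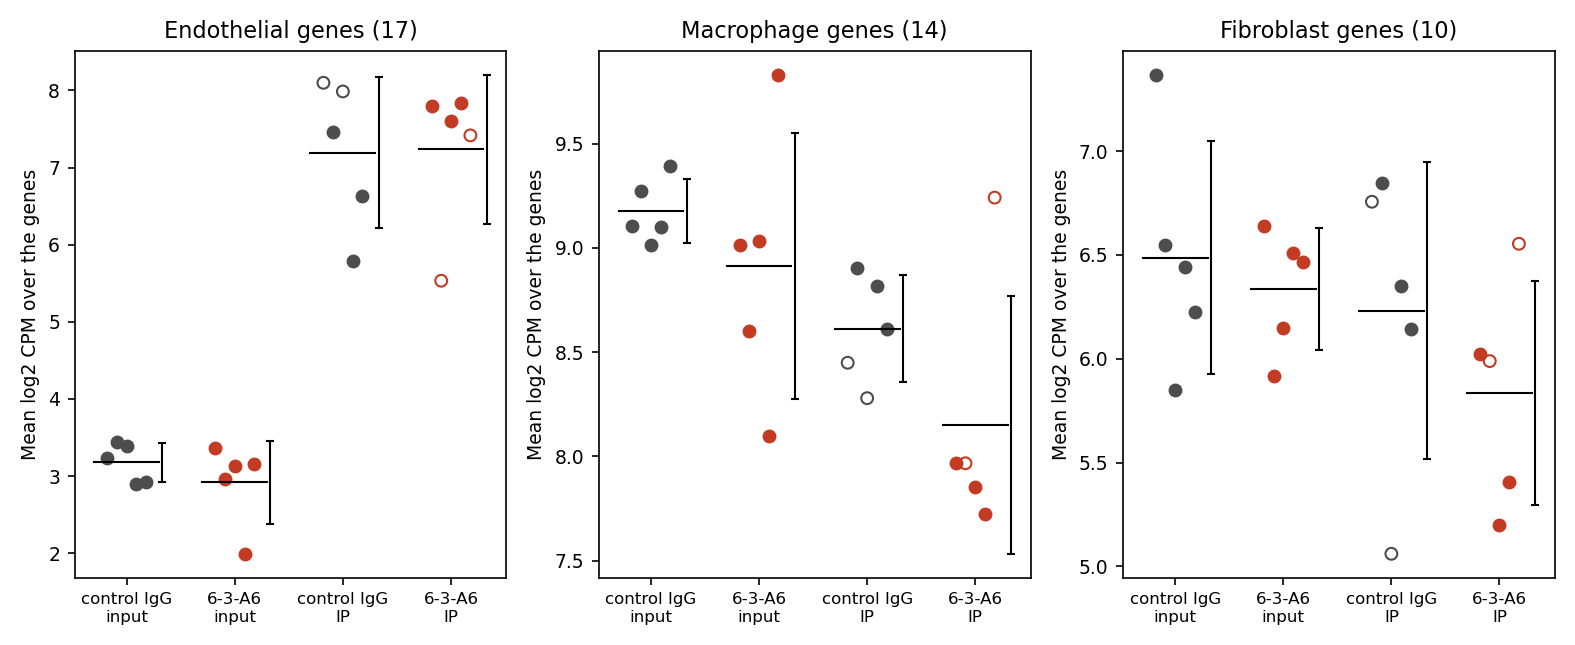
Mean log2 CPM over the endothelial, macrophage and fibroblast marker genes in each library, by treatment group and fraction. Open circles are IP libraries left out by the study, filled circles all others, horizontal lines the mean and bars the SD over 5 libraries. Endothelial genes lie between 5.53 and 8.10 in IP and between 1.99 and 3.44 in input.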

Subsequent PCA of the endothelial IP gene signatures revealed differential clustering of the control IgG and 6-3-A6 treatment groups (Supplementary Fig. S3D).

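For the 6 IP libraries that the study kept, PCA of the DESeq2 rlog values of the 500 most variable genes placed 58.3% of the variance on PC1 and 16.7% on PC2. The 3 control IgG libraries did not overlap with the 3 6-3-A6 libraries on PC1 (two-sided exact permutation test of the difference between group means, p = 0.1, the smallest possible with 3 against 3), and they overlapped on PC2 (p = 0.8 in the same exact test). Using log2 CPM in place of rlog values moved the share of PC1 most, to 41.5%.

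For all 10 IP libraries PC1 held 32.5% and PC2 27.1% of the variance. The treatment groups overlapped on both components, with p = 0.468 for PC1 and p = 0.754 for PC2 (two-sided exact permutation tests, of which the smallest possible p is 0.00794). Of the libraries left out by the study, control IgG IP 3 had a PC1 score of 10.9 and lay beyond the kept 6-3-A6 libraries, which scored between 4.46 and 9.23. The PC1 score of 6-3-A6 IP 5 was -12.0, beyond the kept control IgG libraries at -8.16 to -4.56. Control IgG IP 1 and 6-3-A6 IP 2 were set apart on PC2, with scores of -12.7 and 13.9.

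Across the 10 IP libraries, the PC1 score followed the score of endothelial content, with Pearson's r = 0.744 (permutation p = 0.0174, 0.0348 after Benjamini-Hochberg adjustment over 2 components) and a Spearman coefficient of 0.818 (permutation p = 0.00569, adjusted 0.0114). Without control IgG IP 4 and 6-3-A6 IP 2, the libraries farthest from the median score, r was 0.890. PC2 did not follow the score (r = -0.571, permutation p = 0.0853, and Spearman coefficient -0.345, permutation p = 0.331). No sequencing batch is named in the labels or in the paper's text, so the relation was not split by batch.

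**Figure D2:**
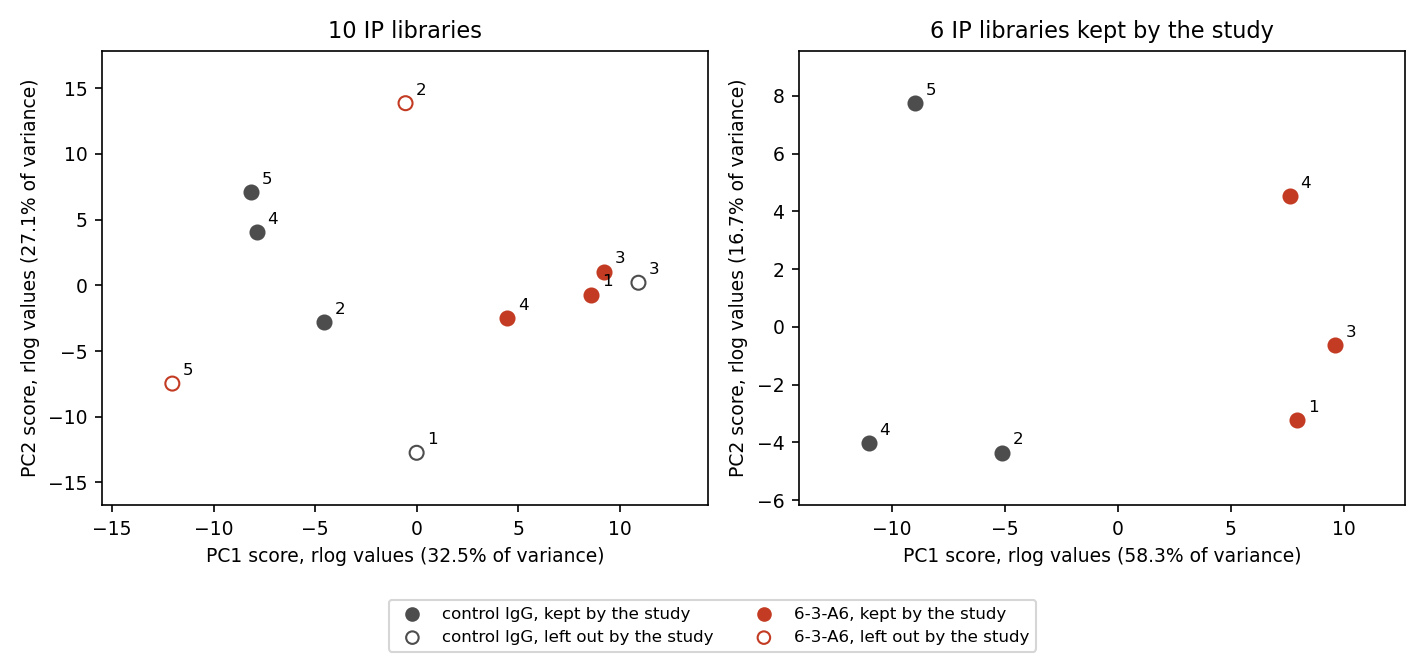
PC1 and PC2 scores of rlog values for all 10 IP libraries and for the 6 kept by the study, numbered by replicate. Filled circles were kept and open circles left out by the study. On PC1 the groups are apart among the 6 libraries and interleaved among the 10.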

**Figure 5:**
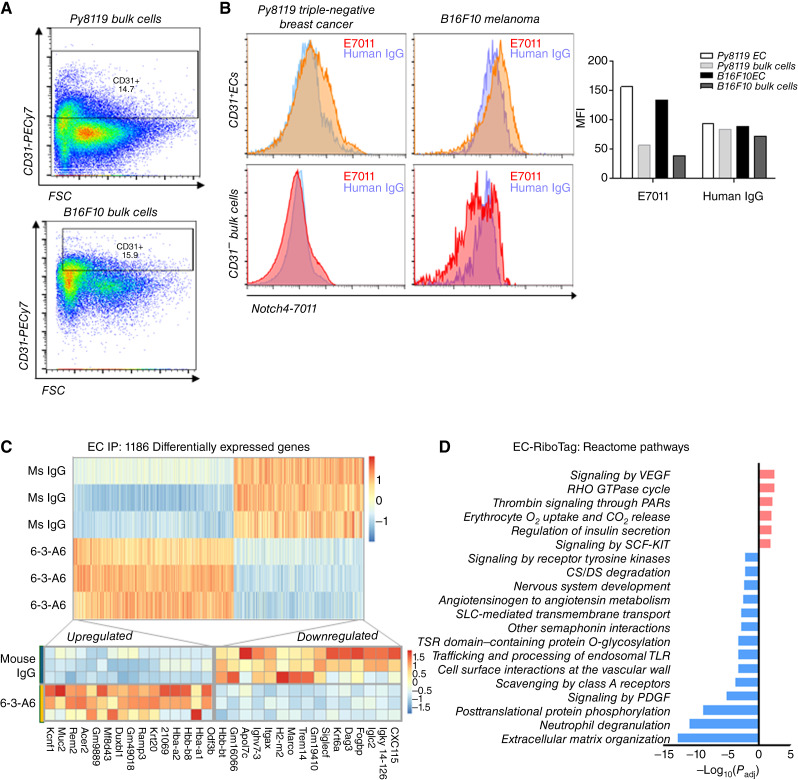
Notch4 is expressed on tumor ECs, and treatment alters the tumor vessel transcriptional profile. **A,** Representative flow plots of gating for CD31^+^ cells in Py8119 and B16F10 tumors. **B,** Histograms comparing E7011 and human IgG binding to CD31^+^ and CD31^−^ cell populations from dissociated Py8119 and B16F10 tumors (*n* = 3). Left, E7011 samples were concatenated and merged into a single representative histogram. Right, Graph of concatenated MFI from Py8119 and B16F10 samples bound with E7011 or human IgG. **C,** Heatmaps of significantly upregulated and downregulated differentially expressed genes isolated from IP polysomes from tumor ECs treated with 6-3-A6 or control IgG (*n* = 3). Boxes indicate genes implicated in GPCR control of angiogenesis (red), endothelial nitric oxide regulation (blue), and inflammatory/immune response (green). **D,** Reactome pathway analysis of upregulated and downregulated pathways was performed using g:Profiler, and significance threshold by Benjamini–Hochberg FDR was set at 0.05. **A,** Fold cutoff of −log_10_(*P*_adj_) > 2 was used to select the displayed pathways. Statistical analysis performed with the *t* test for perfusion studies, plotted as average ± SEM; *, *P* < 0.05; **, *P* < 0.005. Heatmap data presented as *Z*-scores, which integrate both fold change and significance.

Differential gene expression analysis identified 1,186 significantly upregulated and downregulated genes (Fig. 5C). 

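Over the 6 libraries kept by the study, edgeR called 646 of 13999 tested genes, 360 higher and 286 lower in 6-3-A6 IP, and 2724 genes had an unadjusted p under 0.05. The DESeq2 Wald test on the same libraries called 1186 genes, 656 higher and 530 lower, each of them also called in the authors' table, and 643 of the 646 edgeR calls were among these. The groups did not overlap for 3343 (23.9%) of the tested genes. Chance gives 10% for 3 libraries against 3 that are kept without regard to their separation. These 6 were kept after PCA, so the 10% is not their chance value and no conclusion is drawn from the share. Without a filter on low counts edgeR called 1459 genes, and with the score of endothelial content as a covariate, an alternative chosen after seeing the data, it called 0. Leaving out a single library moved the number of edgeR calls to 9 without 6-3-A6 IP 3, to 161 without 6-3-A6 IP 4, to 188 without control IgG IP 4 and to 345 without 6-3-A6 IP 1.

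Of the 643 calls without overlap between the groups, the largest log2 fold changes were those of Odf3b (chromosome 15, 89261652 to 89263790) at 3.29 (standard error 0.70, edgeR adjusted p = 0.0294), of ENSMUSG00000121069 at 2.74 and of Krt20 at 2.70. Odf3b rested on 65 counts over the 6 libraries. The smallest were those of Fcgbp (chromosome 7, 27770661 to 27820287) at -3.79 (standard error 0.74, edgeR adjusted p = 0.0232), of Gbp2b at -3.57 and of Siglecf at -2.79. Krt20 was called without each of the 6 libraries in turn, Odf3b only without control IgG IP 2 or without 6-3-A6 IP 1.

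Over all 10 IP libraries edgeR called 0 of 13602 tested genes, with 292 genes at an unadjusted p under 0.05. The DESeq2 Wald test also called 0 genes, with 469 at an unadjusted p under 0.05, and limma's voom with sample quality weights called 0 with 2659. Groups of 5 did not overlap for 23 genes (0.169%, where chance gives 0.794%). Of the 639 study calls that were tested over all libraries, which include the 6 libraries they were called on, 74 had an unadjusted p under 0.05. Their median absolute log2 fold change was 1.23 over the 6 libraries and 0.45 over the 10.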

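Ramp3 (chromosome 11, 6608521 to 6627475, GRCm39) and Rem2 (chromosome 14, 54713557 to 54717888) encode a receptor activity-modifying protein and a small GTP-binding protein. In the libraries kept by the study, Ramp3 was at 11.4 ± 11.0 CPM (SD, n = 3) in control IgG IP and at 73.8 ± 35.4 CPM (SD, n = 3) in 6-3-A6 IP, a log2 fold change of 2.67 (standard error 0.60, edgeR adjusted p = 0.0340). Rem2, with only 240 counts over all 20 libraries, was at 0.482 ± 0.338 CPM (SD, n = 3) and 2.47 ± 0.995 CPM (SD, n = 3), a log2 fold change of 2.34 (standard error 0.56, edgeR adjusted p = 0.0405). Both were also called when the p was adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. With each library left out in turn, both were called only without control IgG IP 2. Among the libraries left out by the study, Ramp3 was at 81.1 CPM in control IgG IP 1, 48.5 CPM in control IgG IP 3, 7.84 CPM in 6-3-A6 IP 2 and 10.3 CPM in 6-3-A6 IP 5. Over all 10 IP libraries the log2 fold change was 0.54 for Ramp3 and 1.15 for Rem2 (edgeR adjusted p = 1.00 for both).

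The adult globin genes lie in pairs of close paralogs, Hbb-bt and Hbb-bs on chromosome 7 (from 103461731 and 103475741) and Hba-a1 and Hba-a2 on chromosome 11 (from 32233511 and 32246489), so that reads can be shared within a pair. Over the libraries kept by the study their log2 fold changes were 3.52 for Hbb-bt (standard error 0.89), 3.18 for Hbb-bs (0.75), 3.23 for Hba-a1 (0.78) and 3.06 for Hba-a2 (0.74). The edgeR adjusted p was 0.0388 for Hbb-bs, 0.0424 for Hba-a1 and 0.0428 for Hba-a2, and Hbb-bt at 0.0503 was not called. With a library left out, all 4 were called only without 6-3-A6 IP 4. All 4 passed when adjusted over the list alone. Hbb-bs was at 20.6 ± 7.16 CPM (SD, n = 3) in control IgG IP and at 189 ± 166 CPM (SD, n = 3) in 6-3-A6 IP, where replicate 4 had 21.0 CPM. In the libraries left out, Hbb-bs was at 18.1 CPM in control IgG IP 1, 305 CPM in control IgG IP 3, 447 CPM in 6-3-A6 IP 2 and 24.0 CPM in 6-3-A6 IP 5. Over all 10 IP libraries the log2 fold changes lay between 1.16 and 1.46 (edgeR adjusted p = 1.00 for each).

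The globin genes were not higher in IP than in input, with a median log2 fold change of IP over input of -0.77 and no gene called. With the tumor as a block, each was called lower in IP (edgeR adjusted p = 1.43e-05 for Hbb-bs, 0.00340 for Hba-a1, 0.00752 for Hbb-bt and 0.0105 for Hba-a2). The 4 tumors with the highest globin values in IP (control IgG 3 and 6-3-A6 1, 2 and 3) were also the 4 highest in input (exact test of the overlap, p = 0.00476). As a list, the 4 globin genes were higher in 6-3-A6 IP with a camera adjusted p of 0.00359 over the study's libraries. By the same test 5 erythroid genes other than globin were not shifted (median log2 fold change 0.41, camera adjusted p = 0.425).

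**Figure D3:**
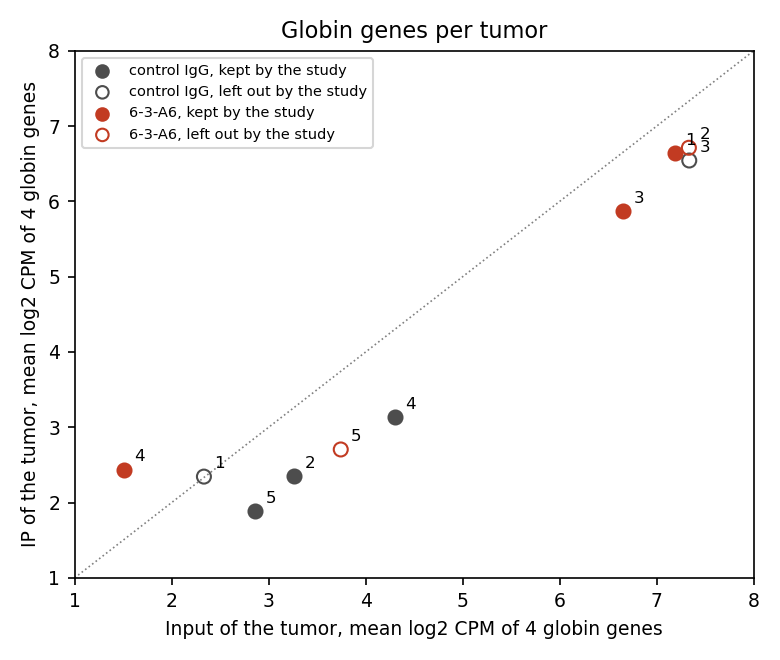
Mean log2 CPM of the 4 globin genes in the IP of each tumor against that in its input, numbered by replicate, with equal values on the dotted line. Filled circles are tumors whose IP library was kept and open circles tumors whose IP library was left out by the study. Tumors high in IP, between 5.87 and 6.71, are those high in input.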

Among the most significantly elevated by 6-3-A6 were genes associated with GPCRs (G protein coupled receptors) involved in angiogenesis (*Ramp3* and *Rem2*) and hemoglobin genes (*Hbb-bt*, *Hba-a1*, *Hbb-bs*, and *Hba-a2*) critical to nitric oxide transport in ECs (30). Further analysis of all significant differential gene expressions using the Reactome database confirmed that pathways known to be suppressed by Notch signaling, such as VEGF, thrombin, and Rho pathways, were upregulated by anti-Notch4 treatment (Fig. 5C). However, when we inspected the expression of previously described Notch target genes to determine whether anti-Notch4 treatment affected canonical Notch signaling, neither translatomic analysis (Fig. 5C and D) nor qPCR validation of the IP mRNA (Supplementary Fig. S3E) identified any consistent changes in downstream canonical Notch targets.

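Over-representation in Reactome pathways was computed from the edgeR calls over the study's 6 libraries with one-sided Fisher's exact tests against the 13999 tested genes, separately for genes called higher and lower, with Benjamini-Hochberg adjustment. A Reactome table of 1457 mouse pathways held 16 of the 20 pathways shown in Fig. 5D, to which 5 Notch pathways were added. For Signaling by VEGF, 4 of 97 genes were called higher (Bcar1, Hspb1, Nos3 and Pgf) where 2.49 were expected, with an adjusted p of 0.591. Thrombin signaling through protease-activated receptors had 3 of 15 genes called higher (Arrb1, Gna11 and Gng2) where 0.386 were expected (adjusted p = 0.0256).

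The genes called by the DESeq2 Wald test, used in place of the edgeR calls, moved the VEGF pathway most, to 12 of 98 genes called higher where 4.41 were expected (adjusted p = 0.00620). With the edgeR calls 10 of the 21 pathways passed, 2 among the genes called higher and 8 among those called lower. These 2 were thrombin signaling and, through Hba-a1, Hba-a2 and Hbb-bs, erythrocyte O2 uptake and CO2 release (adjusted p = 0.00383). Among the genes called lower by edgeR, extracellular matrix organization had the lowest adjusted p, with 32 of 189 genes called lower where 3.86 were expected (adjusted p = 6.09e-19), followed by cell surface interactions at the vascular wall with 16 of 74 genes called lower (adjusted p = 2.95e-11). With camera, which uses all tested genes, VEGF signaling was shifted upward without passing (adjusted p = 0.122). Over all 10 IP libraries there were no called genes to test for over-representation.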

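Of 15 canonical Notch target genes in a fixed list, 11 passed the count filter over the study's libraries, 7 higher and 4 lower in 6-3-A6 IP, with a median log2 fold change of 0.33. As a list they were not shifted (camera adjusted p = 0.379). Hey1 was the only gene of the list that was called over all genes tested, and 4 genes passed when adjusted over the list alone. Hes1 (chromosome 16, 29883202 to 29886614, GRCm39) was at 33.4 ± 3.77 CPM (SD, n = 3) in control IgG IP and at 43.2 ± 11.0 CPM (SD, n = 3) in 6-3-A6 IP, a log2 fold change of 0.33 (standard error 0.21, edgeR adjusted p = 0.439). Rnd1 (chromosome 15, 98561302 to 98575342) was at 13.9 ± 3.26 CPM (SD, n = 3) and 23.1 ± 5.52 CPM (SD, n = 3), a log2 fold change of 0.69 (standard error 0.24, edgeR adjusted p = 0.141). Hey1 (chromosome 3, 8728419 to 8732316) was at 18.3 ± 4.83 CPM (SD, n = 3) and 54.9 ± 9.05 CPM (SD, n = 3), a log2 fold change of 1.55 (standard error 0.22, edgeR adjusted p = 0.0168), and without 6-3-A6 IP 3 it was not called (edgeR adjusted p = 0.0574). Dll4 had a log2 fold change of 0.42 (edgeR adjusted p = 0.594). Hey2, with 140 counts over all libraries, was too low to be tested. Hes5 and Nrarp hold 0 counts, and for genes that others overlap this does not tell a low level from reads left uncounted.

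In the 10 IP libraries together 2 of the 11 genes were higher and 9 lower in 6-3-A6 IP, with a median log2 fold change of -0.33 (camera adjusted p = 0.0687) and no gene called. The log2 fold changes were -0.08 for Hes1, -1.08 for Rnd1, 0.54 for Hey1 and -0.47 for Dll4 (edgeR adjusted p = 1.00 for each). Among the libraries left out by the study, Rnd1 was at 135 CPM in control IgG IP 1, 28.1 CPM in control IgG IP 3, 15.7 CPM in 6-3-A6 IP 2 and 13.0 CPM in 6-3-A6 IP 5. Hey1 was at 33.8 CPM, 57.8 CPM, 17.9 CPM and 31.8 CPM in the same libraries. Reactome pathways for Notch signaling held 3 genes called higher (Arrb1, Hdac7 and Hey1, adjusted p = 0.591) and 0 called lower out of 64. The qPCR values of Supplementary Fig. S3E were not analysed here.

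**Figure D4:**
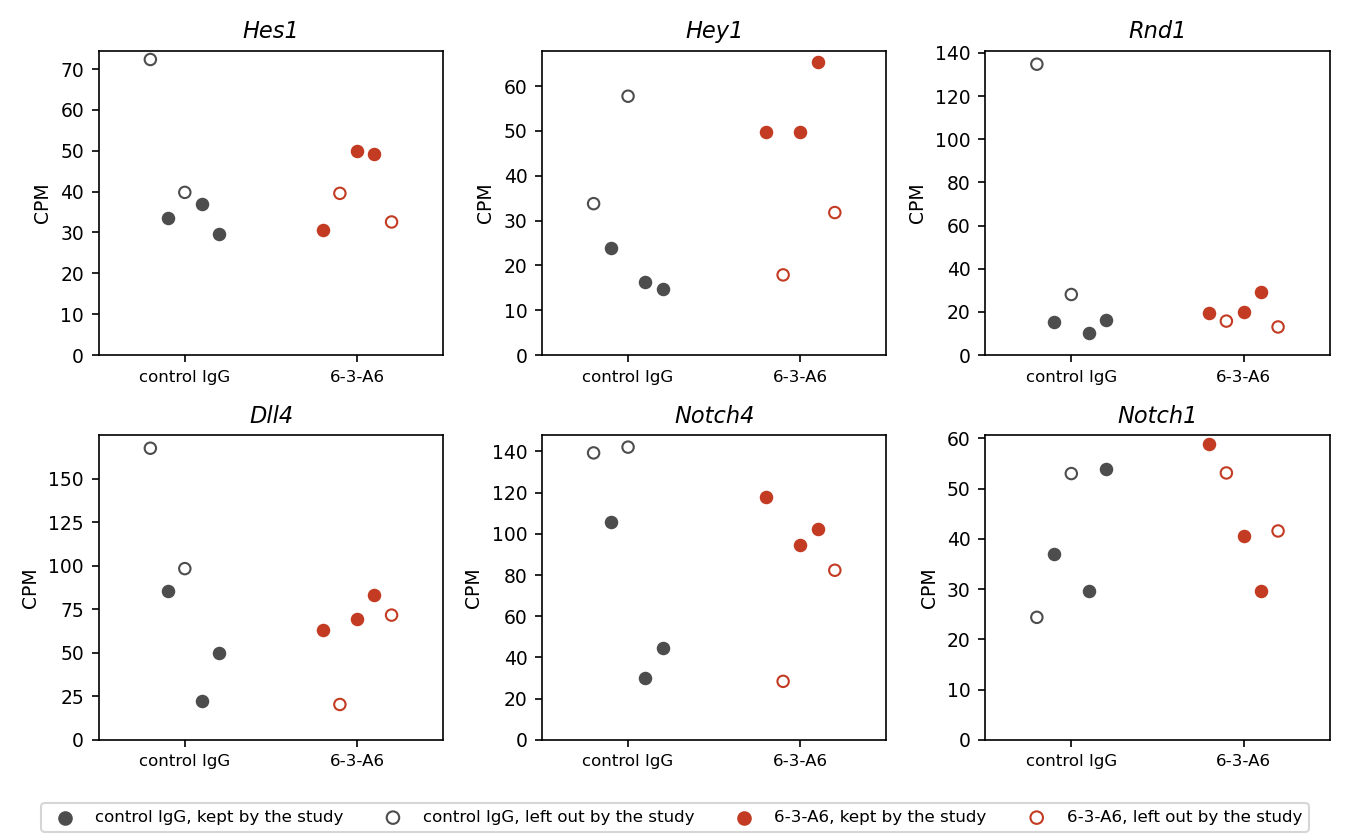
CPM of Hes1, Hey1, Rnd1, Dll4, Notch4 and Notch1 in each IP library, control IgG on the left and 6-3-A6 on the right of each panel. Filled circles are libraries kept and open circles libraries left out by the study. For Hey1 the 3 kept 6-3-A6 libraries lie at 49.7 to 65.4 CPM and the 3 kept control IgG libraries at 14.8 to 23.8 CPM.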

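Bcar1 (chromosome 8, 112437106 to 112470441, GRCm39) had the highest expression of the 4 genes Bcar1, Hras, Pgf and Nos3, with 1355 ± 659 CPM (SD, n = 3) in control IgG IP and 3603 ± 489 CPM (SD, n = 3) in 6-3-A6 IP of the libraries kept by the study, a log2 fold change of 1.38 (standard error 0.33, edgeR adjusted p = 0.0430). Pgf had a log2 fold change of 1.38 (standard error 0.33, edgeR adjusted p = 0.0402). Nos3 had one of 1.34 (standard error 0.32, edgeR adjusted p = 0.0390), on a gene span that Atg9b and Gm15587 overlap by 90.1%. Hras, at 0.74 (standard error 0.23, edgeR adjusted p = 0.0982), was not called. Bcar1 and Nos3 remained called only without control IgG IP 2, and Pgf only without control IgG IP 2 or without 6-3-A6 IP 4. When all 10 IP libraries were used, the log2 fold changes were 0.75 for Bcar1, 0.12 for Hras, -0.12 for Pgf and 0.11 for Nos3 (edgeR adjusted p = 1.00 for each). Among the libraries left out, Pgf was at 80.1 CPM in control IgG IP 1, 139 CPM in control IgG IP 3, 14.5 CPM in 6-3-A6 IP 2 and 33.9 CPM in 6-3-A6 IP 5.

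Of the genes Marco, Tlr8 and Tlr9, only Tlr9 (chromosome 9, 106099797 to 106104082) was called over the study's libraries, with a log2 fold change of -1.69 (standard error 0.30, edgeR adjusted p = 0.0199). Marco, at 3.80 ± 3.94 CPM (SD, n = 3) in control IgG IP and 0.596 ± 0.161 CPM (SD, n = 3) in 6-3-A6 IP, had a log2 fold change of -2.73 (standard error 0.69, edgeR adjusted p = 0.0508), and Tlr8 one of -1.03 (edgeR adjusted p = 0.0619). Col6a3 (chromosome 1, 90693645 to 90771693) had a log2 fold change of -1.64 (standard error 0.26, edgeR adjusted p = 0.0178) and Mmp9 (chromosome 2, 164782700 to 164797770) one of -1.45 (standard error 0.26, edgeR adjusted p = 0.0204). Fn1, at -1.25 (standard error 0.45, edgeR adjusted p = 0.148), was not called. Tlr9 and Col6a3 were not called without 6-3-A6 IP 3 or without 6-3-A6 IP 4, nor Mmp9 without either of these or without control IgG IP 4. Across all 10 IP libraries the log2 fold changes of these 6 genes were negative, from -0.88 for Mmp9 to -0.02 for Fn1 (edgeR adjusted p = 1.00 for each). In the libraries left out, Tlr9 was at 3.30 CPM in control IgG IP 1, 8.14 CPM in control IgG IP 3, 6.68 CPM in 6-3-A6 IP 2 and 23.1 CPM in 6-3-A6 IP 5.

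As lists over the study's libraries, the 4 genes Bcar1, Hras, Pgf and Nos3 were higher (camera adjusted p = 7.47e-05), Marco, Tlr8 and Tlr9 lower (0.00140) and Col6a3, Fn1 and Mmp9 lower (6.61e-04). All 10 genes passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Only the list of Col6a3, Fn1 and Mmp9 held under limma's fry (adjusted p = 0.0378), and none of the 3 under camera with an estimated correlation.

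**Figure D5:**
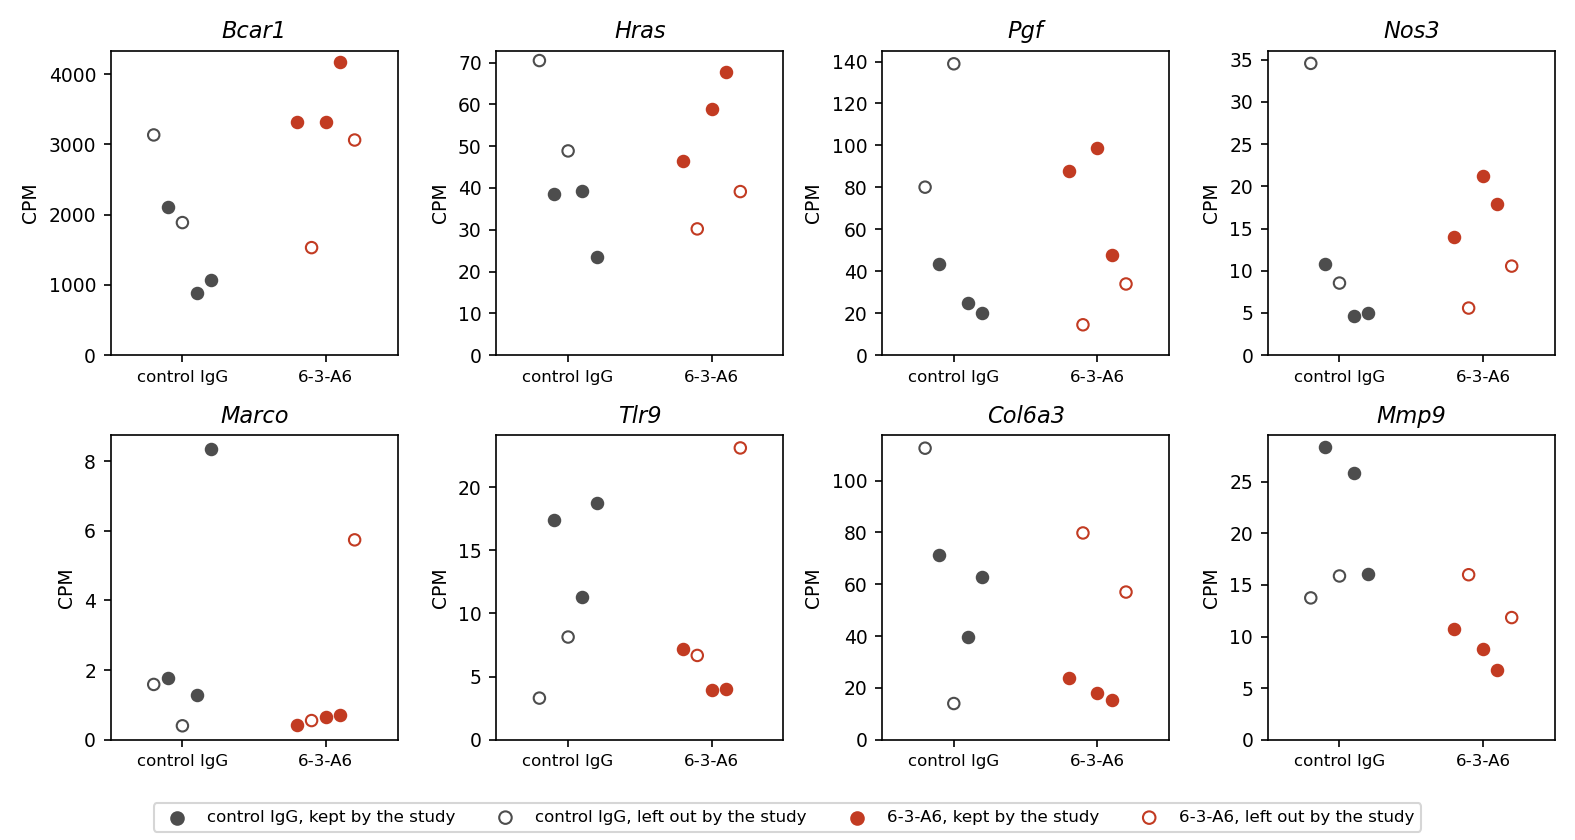
CPM of 8 of the genes in each IP library, control IgG on the left and 6-3-A6 on the right of each panel. Filled circles are libraries kept and open circles libraries left out by the study. For each of the 8 genes the kept libraries of the 2 groups do not overlap.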

Many of the upregulated pathways, such as VEGF signaling, included regulated genes more closely associated with EC function and vascular growth (*Bcar1/P130Cas*, *Hras*, *Pgf*, and *Nos3*), whereas downregulated pathways had much greater enrichment of genes related to the inflammatory response (*Marco* and *Tlr8/9*) and ECM remodeling (*Col6a3, Fn1*, and *Mmp9*; Fig. 5D; Supplementary Fig. S3F). These molecular pathways are closely linked to vessel perfusion and growth, indicating that vascular function may be altered in response to treatment. Moreover, the results suggest that Notch4 function and signaling differ substantially from those of Notch1, which suppresses tumor angiogenesis and activates canonical signaling.

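Notch4 (chromosome 17, 34783242 to 34807477, GRCm39) was concentrated in the endothelial IP fraction, with a log2 fold change of IP over input of 3.88 (standard error 0.30, edgeR adjusted p = 1.27e-09), whereas Notch1 (chromosome 2, 26347915 to 26406675) had one of 0.22 (standard error 0.24, edgeR adjusted p = 0.475). Over the libraries kept by the study Notch4 was at 60.2 ± 40.2 CPM (SD, n = 3) in control IgG IP, and 6-3-A6 IP had a log2 fold change of 0.78 (standard error 0.37, edgeR adjusted p = 0.283). Without control IgG IP 2 it was called (edgeR adjusted p = 0.0149). The log2 fold change of Notch1 was 0.06 (standard error 0.29, edgeR adjusted p = 0.938). With all 10 IP libraries these values were -0.12 for Notch4 and 0.18 for Notch1. As a list, 8 Notch receptors and ligands were not shifted over the study's libraries (5 higher and 3 lower, median log2 fold change 0.24, camera adjusted p = 0.666). After naming the pathways that rose and fell, and the canonical Notch targets without consistent change, the paper proposes that Notch4 functions and signals differently from Notch1, which it describes as suppressing tumor angiogenesis and activating canonical signaling.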

### Anti-Notch4 treatment alters vessel density and vascular perfusion in tumor models

To correlate the translatomic signature of tumor ECs with phenotypic changes in response to anti-Notch4 treatment, we assessed vascular growth and functional perfusion. In the Py8119 and B16F10 syngeneic tumor models, we observed no major differences in the percentage of area marked by CD31 (vessel area) after a short course of E7011 treatment; that is, before treatment induced significant differences in tumor size (Fig. 6A and B; Supplementary Fig. S4A and S4B). However, notable decreases in the perfusion of tumor vessels were observed in Py8119 and B16F10 after a short course of treatment (Fig. 6C and D). The ability of E7011 to reduce vessel perfusion was observed at all dosages tested, down to 1 mg/kg, demonstrating that Notch4 blockade efficiently disrupts tumor vessel function (Supplementary Fig. S4C–S4E). To evaluate whether these effects persisted, we analyzed Py8119 tumors after 4 weeks of treatment, once tumors had significantly diverged in size. We observed a significant increase in the vessel area of tumors treated with E7011 compared with control IgG (Fig. 6E). Intravenous tomato lectin injections highlighted increased vascular perfusion with areas of notable regions of extravasation into the extravascular space at this later timepoint (Fig. 6E). These findings indicate that long-term Notch4 blockade leads to hypervascularized tumors and potentially improved blood flow within tumors near experimental endpoints.

**Figure 6:**
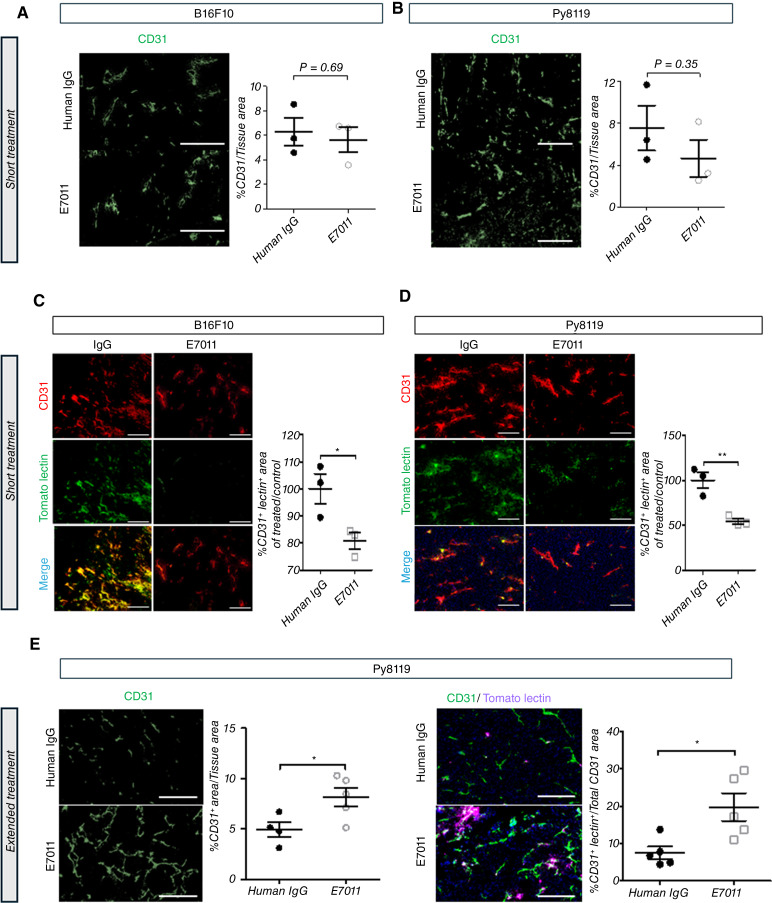
Anti-Notch4 treatment alters vessel perfusion and angiogenesis. **A** and **B,** Assessment of vessel coverage area by CD31^+^ staining in **A**, B16F10 melanoma treated for 4 days with two doses (days 1 and 3) of 6-3-A6 (*n* = 3) and **B**, Py8119 tumors treated for 10 days with four doses (days 1, 3, 6, and 9) of 6-3-A6 (*n* = 6). Right, Representative images; left, quantification of colocalization. (Scale bar = 100 μm). **C** and **D,** Assessment of tumor perfusion in syngeneic **C,** B16F10 melanoma (*n* = 3) and **D,** Py8119 tumors (*n* = 6) using intravenously injected fluorescent tomato lectin–Alex Fluor 488. Right, Representative images costained with CD31 (red); left, quantification of colocalization. (Scale bar = 100 μm). **E** and **F,** IF staining of **E,** CD31^+^ tumor vessels in orthotopically implanted Py8119 tumors treated for 4 weeks with E7011 (*n* = 4), and **F,** vessel perfusion by fluorescent tomato lectin–Alexa Fluor 647 labeling with CD31 in Py8119 tumors treated for an extended duration (*n* = 5). Right, Representative images; left, quantification of the staining or colocalization. (Scale bar = 200 μm). Statistical analysis by the *t* test, plotted as average ± SEM; *, *P* < 0.05.

## Discussion

Notch signaling functions depend on cell type, timing of activation, and cross-talk with other signaling pathways. Tumor-promoting Notch signaling contributes significantly to a variety of solid and liquid tumor types; thus, Notch signaling proteins and associated Notch regulators have been the focus of therapeutic targeting. Previous efforts have focused on targeting γ-secretase, DLL4, and Notch1 to Notch3. Although both Notch1 and Notch4 are highly expressed on tumor ECs, only the effects of Notch1 signal inhibition have been intensively studied. Inhibition of Notch1 leads to hypersprouting and vessel dysfunction, increased hypoxia, and ultimately decreased tumor growth, but candidate therapeutics targeting Notch1 have exhibited significant toxicity in normal tissue (31, 32). Notch4 targeting is less explored; thus, we sought to establish if Notch4 inhibition has therapeutic potential. We provide compelling evidence that endothelial Notch4 promotes cancer development and alters the tumor vasculature. Notch4 inhibition affected tumor growth, tumor vessel function, and perfusion. We conclude that the development of a first-in-class mAb, E7011/6-3-A6, which specifically blocks Notch4 activity, provides a major therapeutic advance against tumor growth.

The generation of the Notch4-neutralizing antibody marks an important step forward in Notch research. Therapeutics targeting the Notch pathway, including γ-secretase inhibitors and blocking antibodies against Notch1 to Notch3, have previously been developed and demonstrated significant antitumor effects in preclinical studies. Unfortunately, these agents affect both neoplastic and normal tissues, particularly the gastrointestinal tract, skin, and brain, leading to a host of toxicities (33). Notch1-containing decoy peptides have been shown to block tumor growth with less toxicity than γ-secretase inhibitors; however, similar Notch4-containing peptides have not been evaluated against tumors (3, 34). Unlike the inhibition of other Notch proteins, Notch4 blockade does not seem to cause complications to tissue vasculature. In our preclinical models, we did not witness any adverse effects regularly encountered with other Notch-targeted therapies. These observations are consistent with mild phenotypes observed in Notch4 global knockout mice (7, 8, 14). Moreover, the high specificity of E7011/6-3-A6 for Notch4 likely mitigates any off-target binding to other Notch proteins in other tissues. Thus, inhibiting Notch4 activity could be a promising and safe avenue for future cancer treatment.

A variety of contradictory roles have been documented for Notch4 in angiogenesis; the most frequently documented phenotypes suggest that Notch4 acts to promote vascular outgrowth and increase vessel lumen size and perfusion (7–11, 14). In our study, the direct effects of Notch4 blockade on tumor vasculature via E7011/6-3-A6 treatment varied depending on the stage of tumor growth. At early stages after tumor implantation, the vascular area was not changed, but perfusion decreased because of Notch4 inhibition, consistent with prior literature. At late stages, vascular density increased in treated tumors along with increased vascular leakage, which is more consistent with Notch4 playing an antiangiogenic role. Whether these effects were due to direct ongoing inhibition of Notch4 signaling or a compensatory response to the loss of downstream Notch4 inactivation remains to be explored. Notably, the translatomic signature within the tumor ECs after a few days of treatment with 6-3-A6 revealed increased activity of VEGF signaling, suggesting that Notch4 signaling may attenuate angiogenesis in tumors and that the increase in vessel area observed after extended 6-3-A6/E7011 treatment may in fact be due to Notch4 inhibition. More detailed work is needed to examine the full extent of these changes in angiogenesis. For instance, Notch1 inhibition within tumor and the subsequent hypersprouting leads to hypoxia and tumor growth reduction (34). Whether changes in hypoxia are also involved in Notch4-mediated tumor inhibition remains to be explored.

Beyond VEGF signaling, we noted changes in inflammatory gene expression. A growing body of work has suggested that endothelial Notch4 may affect inflammation either directly in ECs or indirectly via angiocrine signaling. Notch4 null mice show reduced glomerular injury and cytokine response to human immunodeficiency virus–triggered inflammation (35). In humans, Notch4 triggers endothelial dysfunction in pre-eclampsia, and polymorphisms in Notch4 are associated with the severity of COVID-19–induced lung inflammation, thought to be mediated by endothelial activation (36, 37).

We found that Notch4 is expressed by the tumor endothelium in multiple types of tumors, which is supported by analysis of publicly available single-cell sequencing, which shows that Notch4 is significantly enriched in ECs across multiple subtypes of human breast cancer (16, 38). However, we observed tumors in which Notch4 was not expressed, LLC and MDA-MB-231, suggesting that endothelial response to tumors is heterogeneous. It is not clear what tumor-derived factors influence the endothelial expression of Notch4, although endothelial Notch4 is known to be upregulated by cortisol and downregulated by TNF, TGFβ, and IL10 (39, 40). In the seven tumor types we tested, we observed that there was complete concordance between endothelial expression of Notch4 and responsiveness to E7011/6-3-A6 despite expression of Notch4 in other cell types in some tumors. This suggests that endothelial expression is critical for anti-Notch4 treatment efficacy, which is an important consideration for therapeutic development. However, it is also possible that Notch4 expression on other cell types may contribute to or oppose the effects of endothelial Notch4. In particular, Notch4 expression on monocytes and fibroblasts, which play critical roles in tumorigenesis, has been shown to alter their function in a contact-dependent manner (bioRxiv 2023.10.24.563749). Further study is needed to dissect these possibilities, preferably using cell type–specific ablation of Notch4.

Another outstanding question relates to how Notch1 and Notch4 signaling overlaps in tumor ECs. Although we observed blockade of DLL4-induced activation of Notch4 proteolytic cleavage *in vitro*, our subsequent transcriptomic analysis did not observe inhibition of canonical Notch signaling by E7011/6-3-A6 treatment. Notch4 may signal through alternative pathways or may function in canonical Notch signaling transiently following initiation of anti-Notch4 treatment; both possibilities will be explored in future studies. The precise nature of the signals by which endothelial Notch4 regulates tumor endothelial function remains unclear. Additional translatomic analysis at various timepoints during tumor progression and single-cell RNA sequencing analysis may be needed to better understand endothelial and tumor microenvironmental influences of Notch4 on tumor growth.

In summary, we have generated a first-in-class antibody against Notch4 and documented the ability of Notch4 blockade to inhibit tumor growth. These findings support the potential for Notch4 blockade and specifically E7011 as candidate therapeutic approaches to treat cancer and alter the vasculature to improve tumor control. As our understanding of Notch4 signaling continues to expand, including its potential role in inflammation, combining E7011 with traditional chemotherapies and even immunotherapies, such as checkpoint inhibitors, may not only enhance their efficacy but also provide durable long-term treatment.

## Supplementary Material

Supplementary Table 1 List of constructs developed and used for experiments including Notch 1-4 expression constructs and the Notch luciferase reporter construct.

Supplementary Figure S1 A, Binding curves determined by SPR of 6-3-A6 and E7011 to murine and cynomolgus monkey Notch4. B, Binding of 6-3-A6 and E7011 at increasing concentrations to transfected HEK293 cell lines overexpressing full length human, murine, and cynomolgus Notch4 as assessed by mean fluorescent intensity (MFI) using flow cytometry.

Supplementary Figure S2 A-C, Weights of Balb/c nude mice implanted with Calu-6, SEKI and DU145 xenografts (n=5 for all tumor models) and treated with control IgG (all), 6-3-A6 (all), bevacizumab (SEKI), lenvatinib (SEKI), or paclitaxel (DU145). D, Mass of non-tumor bearing C57BL/6 mice treated IV with E7011 or control IgG twice weekly for 4 weeks (n=5). E, Representative images of the livers. Insets show 2x magnified view of the vessels at the periphery of the liver lobe. Scale bar = 6cm. F, Final tumor mass of orthotopically implanted Py8119 tumors treated IV with E7011 (25mg/kg) starting 12 hours after initial implantation (n=13 control IgG, n=12 E7011). Growth curve statistics performed with 2-way Anova, plotted as average ± SEM. Statistics by t-test, plotted as average ± SEM; *p<0.05.

Supplementary Figure S3 A, Schematic of experimental design of Py8119 orthotopically implanted tumors in RiboTag^EC^ mice. Female RiboTag^EC^ mice with 75mg/kg of tamoxifen (20mg/mL) for 5 days by IP injection. Py8119 tumors were implanted at 8 weeks of age and then treated once tumors reached 50mm3 with twice weekly IV control IgG or 6-3-A6 for a total of 10 days (n=3). B, Growth curve of RiboTagEC treated with 25mg/kg of IV control IgG or 6-3-A6 twice weekly for 10 days (n=3). C, Heatmap of endothelial expressed genes segregated by total mRNA input and ribosomal IP mRNA from control IgG treated and 6-3-A6 treated Py8119 tumors. D, PCA plots of the ribosomal IP fraction from control IgG and 6-3-A6 treated tumors. Two samples from the control IgG and 6-3-A6 groups were identified as outliers and removed from analysis. E, Heatmap of downstream Notch regulated genes from endothelial IP of the control IgG or 6-3-A6 treated tumors and quantitative rt-PCR of the canonical Notch target gene *Hes1* and *Rnd1* amplified from 6-3-A6 treated and control RiboTag IP fractions (n=4). F, Heatmaps of genes associated with significantly enriched or downregulated signaling pathways involved in inflammation and extracellular matrix interactions. All heatmap data presented as Z-scores. Statistics by t-test for qPCR studies

Supplementary Figure S4 A-B, Growth curves of subcutaneous B16F10 (n=3) and orthotopic Py8119 tumors (n=3) implanted into C57BL/6 mice and treated twice weekly IV with 25 m/kg of E7011 until tumors reached roughly 200mm3. Treatment duration was 4 days for B16F10 and 10 days for Py8119. C, Dose response curve of Calu-6 xenografts implanted subcutaneously in nude mice and treated with either control IgG, 1mg/kg, 3mg/kg or 10mg/kg of E7011 IV for 8 days (n=8). D, Representative images of CD31 staining and Hoescht dye staining following treatment. E, Quantitation of Hoescht+ stained area over total area. All quantitation were normalized to the control IgG. Statistics by 2-way ANOVA for growth curves and t-test for perfusion studies; *p<0.05, **p<0.01, ***p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

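RiboTag^EC mice bearing Py8119 tumors were treated with 6-3-A6 or control IgG, and the input and the endothelial IP fraction of 5 tumors per group were sequenced as single reads. The authors aligned the reads with STAR, counted them with featureCounts over whole gene spans and provided raw counts for 20 libraries, together with a DESeq2 table of 3 control IgG IP against 3 6-3-A6 IP libraries. The log2 fold changes of that table and their standard errors were made by the authors with DESeq2. The p values and adjusted p values were computed by the authors with DESeq2. The score in the column of test statistics, as deposited, is the log2 fold change divided by its standard error, the form of a Wald statistic, and the paper's text does not name the test. The signal of each library in the table, as deposited by the authors, is its raw count divided by the DESeq2 size factor of the library. The values of its 6 libraries equal the raw counts of the libraries of the same names divided by a constant per library for 100% of the genes with counts, within a relative tolerance of 1e-06, which identified the libraries that the study kept. The strandedness of the counting and the treatment of reads that overlap several genes are not named in the paper's text.

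Totals per library were between 11881214 and 26728205 counts on genes, with a median of 16942643. A floor of 3 counts was taken as the limit that a count of 0 allows, and it covers counting error only. Of 55866 genes in the count table, 2693 are listed by an Ensembl identifier alone. Coordinates are those of the count table (GRCm39).

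Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, adjusted p threshold 0.05) in R 4.3.3. The comparisons were 6-3-A6 against control IgG in the 6 IP libraries kept by the study, in all 10 IP libraries and in the 10 input libraries, IP against input over 20 libraries with the treatment group as a term, and the interaction of treatment and fraction. DESeq2 1.42.0 provided the alternative Wald test, its size factors and the rlog values, and limma 3.58.1 provided voom, sample quality weights, camera and fry. CPM values were scaled by the TMM factors, and a prior count of 2 was used for log2 CPM. PCA used the 500 most variable genes, and group differences on PC1 and PC2 were tested by exact permutation.

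The rule for the genes named in the text was fixed together with the comparisons, alternatives and gene lists, after the paper had been read, so that the genes the paper names count as seen. It covers the genes that the paper names for this experiment, a set of Notch and endothelial genes, and in each comparison the 3 largest and 3 smallest log2 fold changes among called genes whose groups do not overlap. There were 14 gene lists: markers of endothelial, macrophage, fibroblast, mural, epithelial, lymphoid and erythroid cells (the last without globin), globin genes, canonical Notch targets, Notch receptors and ligands, and the genes that the paper names for GPCR, VEGF, inflammatory and ECM functions. Lists of at least 3 tested genes were tested with camera at its preset correlation of 0.01, and fry and an estimated correlation were run as alternatives. Over the study's libraries, of the 8 lists called by camera, the macrophage list and the list of ECM genes held under fry and 0 lists under an estimated correlation. Over all IP libraries 5 lists and in input 6 lists were called by camera, 0 of them under either alternative.

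Reactome over-representation used the pathway table distributed with fgsea 1.28.0, in which 6939 of 7111 gene numbers could be matched to a gene name of the count table. Of 25 pathways sought, 21 were found, and 4 pathways of Fig. 5D (signaling by receptor tyrosine kinases, nervous system development, posttranslational protein phosphorylation and neutrophil degranulation) have no entry in it. This table differs from the g:Profiler source used by the authors. Not every pathway tested is reported here.

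Each pipeline was tested on simulated counts in which 200 genes had been changed. For the comparison of the study's 6 libraries, 130 (65.0%) of these were called with 9 false calls among 12727 genes, where 91 of 98 genes changed 4 times and 39 (38.2%) of those changed 2 times were recovered. For all 10 IP libraries 137 (68.5%) were called with 7 false calls among 12206 genes (45 of those changed 2 times), for input 128 (64.0%) with 7 false calls, for IP against input 178 (89.0%) with 7 and for the interaction 81 (40.5%) with 2. With no gene changed, 0 genes were called in either IP comparison. The simulated genes vary independently of one another, so shifts shared by many genes, such as those in endothelial content, are absent. False calls that such shifts can bring about were therefore not tested.

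The alternatives covered the test, the normalization, the filter on low counts, the dispersion fit, sample weights, the score of endothelial content as a covariate, the replicate block, each library left out in turn, all 100 ways to keep 3 of 5 libraries per group, and other splits of the libraries. Up to 100 splits were drawn where there were more, and 40 where 20 libraries were refitted. Replicate numbers were not taken to pair the treatment groups, because the correlation between same-numbered control IgG and 6-3-A6 libraries, taken after removing group means, lay between -0.36 and 0.40. The titles place the input and IP of the same number in the same tumor, and their correlations lay between -0.07 and 0.74. The qPCR, flow cytometry, perfusion and tumor growth experiments of the paper were not analysed here.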

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

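Of the tests in this part, the counts of splits for the genes called in the input were set before the input results were seen. All other tests were chosen after the result had been seen, including the split counts for gene lists. Within each group of 5 libraries, a library was examined when its gap to the nearest other library exceeded 0.71 of the range of the group (Dixon's test). Chance flags about 1 in 20 groups, so that 6.3 of the 126 groups and measures tested were to be expected, and 20 were found. They come from 4 IP libraries, of which 3 were left out by the study, and 2 input libraries. Many of the measures share genes or follow one another, so the 20 are not independent.

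6-3-A6 IP 2, which the study left out, was low for endothelial genes. The endothelial list averaged 5.53 log2 CPM against 7.42 in the next library of its group, and Pecam1 (7.67), Cdh5 (7.87), Notch4 (4.91), Dll4 (4.43) and Bcar1 (10.66) were low in log2 CPM, as was the list of canonical Notch targets (3.19 against 3.54). RNA of the whole tumor carried into the IP is argued against by the mitochondrial share of the counts, which was 0.758% in this library, lower than in each other IP library, while it was high in every input. All 17 endothelial genes were lower than in each other 6-3-A6 IP library. This describes the pattern by which the library was found, so a smaller share of endothelial RNA was not tested by it and cannot be told apart from other causes. The macrophage (7.97), fibroblast (5.99), mural (4.36), epithelial (2.71) and lymphoid (0.34) lists of this library lay within the range of the other 6-3-A6 IP libraries, so that no common rise of these cell types was seen. The list of Col6a3, Fn1 and Mmp9 was higher, at 7.87 log2 CPM against 5.68 to 6.88 in the other 6-3-A6 IP libraries. No list was made for the Py8119 tumor cells, so more RNA from other cells is not ruled out. Fewer endothelial cells in the tumor as the whole cause is argued against by the input of the same tumor, whose endothelial list, at 2.97 log2 CPM, lay within the range of the other 6-3-A6 inputs (1.99 to 3.37). Whether the IP recovered less of their RNA was not tested, and a response of this tumor to treatment stays open.

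6-3-A6 IP 5, also left out by the study, was high for macrophage genes (9.24 against 7.97 log2 CPM), for the list of Marco, Tlr8 and Tlr9 (4.22 against 2.57) and for Marco itself (2.66 against -0.23). The macrophage list was also highest in the input of this tumor, at 9.83 log2 CPM against 8.10 to 9.03 in the other 6-3-A6 inputs, which is consistent with more macrophage RNA in the tumor. Treatment differs from control in the whole group, and a biological cause within the group was not tested.

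Control IgG IP 3, left out by the study, was high for globin genes (6.54 against 3.14 log2 CPM), for the other erythroid genes (2.38 against 0.61) and singly for Hbb-bs (8.29), Hba-a1 (6.18) and Hba-a2 (5.59). The input of the same tumor was also the highest of its group for globin, at 7.34 log2 CPM, so red blood cells in the tumor are a candidate source. No biological explanation was tested, since this is a control tumor.

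In control IgG IP 4, which the study kept, the most abundant transcript, mt-Co1, took 3.08% of the counts against 1.26% for the top gene of the next library. RNA of the whole tumor carried into the IP may explain this, because the endothelial score of the library, at -0.27, was the lowest of the 10 IP libraries and mitochondrial transcripts were abundant in each input. No biological explanation was tested.

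In 6-3-A6 input 4, mitochondrial transcripts took 38.2% of the counts against 13.1% in the next library, and the top gene, mt-Cytb, 9.61% against 3.52%. The IP of this tumor had 1.68% mitochondrial counts. A property of the tumor and a fault of the input library cannot be told apart from this value, because the IP step itself removes mitochondrial transcripts. The 4 VEGF pathway genes named in the paper were low in this library (2.08 against 3.17 log2 CPM). The large mitochondrial share is not the whole cause, since the list stayed apart with mitochondrial transcripts left out of the counts, at 2.12 log2 CPM. No biological explanation was tested for this library.

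Control IgG input 3 had an endothelial score of -1.94 against -2.83 in the next library. Fewer fibroblasts and epithelial cells in that tumor may explain it, because the IP of the same tumor had the lowest epithelial list of its group, at 1.20 log2 CPM, and the lowest fibroblast list, at 5.06. No biological explanation was tested, since this is a control tumor.

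The paper does not report on treatment differences in the input. With edgeR, 0 genes were called there, with 180 at an unadjusted p under 0.05, and DESeq2 also called 0 with 429. By camera, 6 lists were shifted. Lower in 6-3-A6 input were the endothelial list (adjusted p = 0.00863, median log2 fold change -0.21, 12 of 16 genes lower), the macrophage list (0.0118, -0.08, 11 of 13 lower), canonical Notch targets (0.0301, -0.21, 8 of 10 lower) and Col6a3, Fn1 and Mmp9 (0.00300, -0.55, 3 of 3 lower). Higher were globin genes (0.00300, 1.04, 4 of 4 higher) and the other erythroid genes (0.00300, 0.28, 6 of 6 higher). None held under fry or an estimated correlation, and in exact permutation tests on the list scores of 5 against 5 libraries only the ECM genes had an unadjusted p under 0.05 (0.0159, adjusted 0.222). With 0 genes called, every split of the 10 input libraries gives as many (100 of 100), which tests nothing. At an unadjusted p under 0.05, 98 of 100 splits gave as many genes, so chance cannot be excluded for the genes. For the number of lists, 3 of 100 splits called as many, the real one included. This test was chosen after the result had been seen and was not adjusted over the other split tests. Chance is therefore not excluded for the number of lists, and it stays open for each single list. With each input library left out in turn, between 3 and 7 lists were called. The lowest endothelial list of all inputs, 1.99 log2 CPM, was that of 6-3-A6 input 4, the library with 38.2% mitochondrial counts. A treatment effect on the cell composition of the tumors is a biological explanation that stays open.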

How the results depend on the processing

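The comparisons and alternatives were set before the data were examined, except the score of endothelial content as a covariate over the study's 6 libraries, which was chosen after seeing the data. Of 1800 recomputed values, 1519 kept their direction, their side of the threshold or their size, 148 lost a call, 50 gained one, 32 moved and 51 reversed. For values that changed, the cause was not tested unless stated. The splits of the IP libraries for the genes called were set before their results were seen. The splits for genes at an unadjusted p, for gene lists and for pathways, and those for IP against input and for the interaction, were chosen after the results were seen.

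The number of genes called over the study's 6 libraries was 646 with edgeR, 649 with DESeq2's size factors, 636 with at least 10 counts in every library and 661 with the robust fit. It was 1186 with the DESeq2 Wald test and 1459 without a filter on low counts. With the endothelial score as a covariate it was 0, with 684 genes at an unadjusted p under 0.05. That covariate separates the kept groups completely, which leaves little of the treatment difference to estimate. Leave-one-out counts ran from 9 without 6-3-A6 IP 3 to 653 without control IgG IP 2, with 161 without 6-3-A6 IP 4, 188 without control IgG IP 4 and 345 without 6-3-A6 IP 1. Among all 100 ways to keep 3 of 5 libraries per group, the lowest and the median number were 0, 90 gave 0, the study's choice gave the highest, 646, and the next highest was 134. Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many genes, gene lists or pathways called, and with 10 splits chance cannot be excluded.

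In the 10 IP libraries together the number called was 0 under each alternative run, the replicate block and each library left out included, with between 135 and 2659 genes at an unadjusted p under 0.05. The numbers called in input and in the interaction were also 0 throughout. At 5 libraries against 5 simulated data with the dispersions of the real libraries gave calls for 92 of 97 genes changed 4 times but only for 43.7% of those changed 2 times, so that most changes of 2 times would be missed. With 0 genes called, every split gives as many, in 100 of 100 splits of the 10 IP libraries and in 40 of 40 splits of the tumors for the interaction, which tests nothing. At an unadjusted p under 0.05, 67 of 100 and 35 of 40 splits gave as many genes, and 35 of 100 splits of the IP libraries gave as many lists, so chance cannot be excluded for any of these. Between IP and input 5597 genes were called, and 3347 in the study's tumors alone, where there are fewer libraries. The other alternatives gave 5453 to 7120 and leave-one-out 4753 to 5799. Only the real assignment of fractions (1 of 40) gave as many, so chance is excluded there.

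No paired analysis was possible for the study's 6 libraries because the kept control IgG and 6-3-A6 libraries share only replicate number 4. When all 10 IP libraries were used, the replicate block left 0 genes called (228 at an unadjusted p under 0.05), in input 0 (99), and with the tumor as replicate block 7120 genes between IP and input and 0 in the interaction (140).

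The share of PC1 among the study's libraries stayed between 41.5% and 58.8% under the other transformations and gene sets, and between 56.0% and 66.2% in leave-one-out. The groups did not overlap on PC1 in any of these, and they overlapped in each run over all 10 libraries.

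The number of gene lists called over the study's libraries fell from 8 with camera to 2 with fry and 0 with an estimated correlation. Over all IP libraries it fell from 5 to 0 under both, and leave-one-out gave 2 (without control IgG IP 2) to 9 (without control IgG IP 4), with 3 without control IgG IP 5, 6-3-A6 IP 3 or 6-3-A6 IP 5 and 8 without 6-3-A6 IP 2. In input it fell from 6 to 0 under both, and leave-one-out gave 3 (without control IgG input 1 or 6-3-A6 input 2) to 7. The adjusted p of the canonical Notch targets list, all IP libraries included, was 0.0687, 0.0423 with the replicate block and between 0.00156 and 0.755 in leave-one-out, past the threshold without control IgG IP 4, control IgG IP 5 (0.0342) or 6-3-A6 IP 4 (0.0242). The endothelial list, all IP libraries included, whose median is -0.03 while its mean is 0.01 and camera's direction is higher, had leave-one-out adjusted p between 7.27e-05 (without 6-3-A6 IP 2) and 0.874, and was lower without control IgG IP 4 (0.00501).

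Signaling by VEGF, at an adjusted p of 0.591 among genes higher, passed at 0.00620 with the calls of the DESeq2 Wald test and with the authors' calls, which are the same genes. Over the study's libraries thrombin signaling stayed past the threshold under each alternative set of calls and with camera (0.0174), but not with camera over all 10 IP libraries (0.177). The number of pathways called was 8 to 13.

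Over the study's libraries, the endothelial covariate reversed Ramp3 (-0.034), Bcar1 (-0.062), Nos3 (-0.10), Rnd1 (-0.20), Notch4 (-1.40), Notch1 (-0.76), Dll4 (-2.08), Pecam1 (-1.52) and Cdh5 (-1.65). Notch1 also reversed in leave-one-out (-0.24 to 0.35). Across all 10 IP libraries, where none of these genes was called, voom with sample quality weights reversed Pgf (0.62), Hes1 (0.21), Rnd1 (0.20), Notch4 (0.054), Cdh5 (0.0048) and Gbp2b (-1.19), the replicate block Gbp2b (-0.023), the endothelial covariate Nos3 (-0.066) and DESeq2 Fn1 (0.0040). Leave-one-out values crossed 0 for Hras (-0.029 to 0.36), Pgf (-0.41 to 0.41), Nos3 (-0.089 to 0.93), Marco (-2.24 to 0.39), Tlr8 (-0.48 to 0.12), Fn1 (-0.82 to 0.50), Hes1 (-0.18 to 0.20), Rnd1 (-1.29 to 0.16), Notch4 (-0.34 to 0.10), Pecam1 (-0.30 to 0.18), Cdh5 (-0.25 to 0.22) and Gbp2b (-1.78 to 2.33).

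Depth limits the genes with few counts, Rem2 (240 counts over all libraries), Hey2 (140 over all libraries) and Odf3b (65 over the study's 6 libraries). Genes that lie within other genes could not be measured at any depth.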

Differences from the paper's values

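The paper's number of differentially expressed genes is 1186, and edgeR called 646 over the libraries that the study kept. Among the alternatives set before the data were examined, the DESeq2 Wald test (1186), run with the tool named in the paper's methods, and edgeR without a filter on low counts (1459) lie within 1.5 times of the paper's value, the limit used here. The others do not: DESeq2's size factors in edgeR (649), at least 10 counts in every library (636), the robust fit (661), each of the leave-one-out runs (9, 161, 188, 345, 578 and 653) and the lowest (0), median (0) and highest (646) of all choices of 3 and 3 libraries. The share of variance on PC1, the paper's 60% and 58.3% here, is within that limit, which is wide for a share: it also holds every alternative, from 41.5% to 66.2%.

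The paper reports Hbb-bt, Hras, Marco, Tlr8 and Fn1 among its regulated genes. Here edgeR's adjusted p was 0.0503 for Hbb-bt, 0.0982 for Hras, 0.0508 for Marco, 0.0619 for Tlr8 and 0.148 for Fn1, each with the paper's direction. All 5 are called by the DESeq2 Wald test and by edgeR without a filter on low counts, Hbb-bt also with DESeq2's size factors in edgeR, with at least 10 counts in every library or without 6-3-A6 IP 4, and Marco also without control IgG IP 2 or without control IgG IP 4. The other 11 genes that the paper names as higher or lower, Ramp3, Rem2, Hbb-bs, Hba-a1, Hba-a2, Bcar1, Pgf, Nos3, Tlr9, Col6a3 and Mmp9, were called with the paper's direction.

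The paper lists VEGF signaling as upregulated. Here Signaling by VEGF had an adjusted p of 0.591 among the genes called higher, and it passed at 0.00620 with the DESeq2 or the authors' calls. Thrombin signaling passed (0.0256). Of the other pathways in Fig. 5D, regulation of insulin secretion and Signaling by SCF-KIT did not pass among genes called higher under the edgeR calls, nor under the DESeq2 calls (0.347 and 0.265). Among genes called lower, O-glycosylation of TSR domain-containing proteins (0.0520) and the metabolism of angiotensinogen (0.475) passed with the DESeq2 or the authors' calls (0.0120 and 8.81e-04) and with camera (0.00548 and 0.00301).

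The paper states that canonical Notch targets did not change consistently. Of the 11 tested, Hey1 was called, with a log2 fold change of 1.55, and it is also called in the authors' table, where the paper's adjusted p is 3.65e-07. That table also calls Jag1 of the same list, in the opposite direction (the paper's log2 fold change -0.73 and adjusted p 0.0310), which edgeR did not call (0.0633). As a whole, the list was not shifted over the study's libraries.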

Other observations

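In this part, the tests on the choice of libraries by separation, on red blood cells and on carry-over from macrophages and fibroblasts were set before their results were seen. The tests on the endothelial share, on globin on endothelial ribosomes, on the left-out libraries and on how far the splits mix the treatments were chosen afterwards.

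The lists of cell type markers shifted between the treatment groups. Over the study's libraries camera put the 17 endothelial genes higher in 6-3-A6 IP (median log2 fold change 0.86, 17 of 17 higher, adjusted p = 8.57e-10, 4 called and 7 adjusted over the list alone). The macrophage (-0.96, 13 of 13 lower, 2.41e-11), fibroblast (-1.01, 10 of 10 lower, 9.50e-06) and epithelial lists (-0.92, 6 of 6 lower, 9.22e-04) were lower. The mural (-0.88, 0.276) and lymphoid lists (-0.60, 0.276) were not past the threshold. With all 10 IP libraries the macrophage (-0.37, 3.91e-07), fibroblast (-0.40, 0.00560) and mural lists (-0.25, 0.0275) were lower, while the endothelial (adjusted p = 0.611), epithelial (-0.32, 0.233) and lymphoid lists (0.65, 0.386) were not shifted. The globin genes were higher (1.26, 0.00319), the list of Col6a3, Fn1 and Mmp9 lower (-0.62, 0.0235), and the VEGF pathway genes named in the paper at 0.0687. In exact permutation tests of the list scores over all 10 IP libraries the lowest adjusted p was 0.790.

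A candidate explanation for many of the calls over the study's libraries is a larger share of endothelial RNA in the kept 6-3-A6 IP than in the kept control IgG IP. The 4 tumors whose IP libraries were left out, which gave no library to the comparison, were used to test it. In their IP against input, 98.3% of 344 genes called higher in 6-3-A6 were higher in IP (median log2 fold change 2.35), and 3.91% of 281 genes called lower were (median -0.61), against 49.9% of the genes not called. The second value is also consistent with a smaller carry-over of RNA from macrophages and fibroblasts into the kept 6-3-A6 IP. Genes that 6-3-A6 regulates within endothelial cells would be enriched in IP as well, so these values do not separate a change in share from a change in expression for the genes called higher. Whether the share is the whole cause cannot be told apart from other causes. Within treatment groups and within kept and left-out libraries, 62.1% of 631 called genes followed the endothelial score in the direction of their call, against 51.3% of genes not called, in 27 of 144 exchanges of the scores by as much (exact p = 0.188, the smallest possible being 0.00694). In the input of the tumors neither the endothelial list (two-sided exact permutation test, p = 0.444) nor the endothelial score (p = 0.690) differed between the treatment groups beyond the spread, and both had the lower mean in 6-3-A6. These lower means include 6-3-A6 input 4, with 38.2% mitochondrial counts and the lowest list (1.99 log2 CPM) and score (-3.56) of all inputs. In the other 6-3-A6 inputs the list lay between 2.97 and 3.37, within the 2.90 to 3.44 of the control IgG inputs. A larger endothelial fraction of treated tumors was therefore not seen there, and a small effect of treatment on it stays open.

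The study's choice of libraries had the largest separation on PC1 (42.5%) and the largest difference in endothelial score (2.03) of all 100 choices of 3 and 3. To test what choosing libraries by separation on principal components can bring about, the 10 IP libraries were split at random into 5 and 5, and the 3 of each side that separate best were kept. As many genes as in the real comparison or more were called in 23 of 100 such splits, the real one included, and up to 1138 in a split that partly mixes the treatment groups. These 23 splits rest on 10 different choices of libraries, 2 of the splits on the study's own, and each keeps at least 4 of 6 libraries on the side of their treatment. Of the 7 splits that keep 3 of 6, 0 gave as many. The test therefore does not remove the treatment, and by it an effect of the choice on the number of calls cannot be told apart from one of treatment. In a split of all 10 IP libraries, control IgG IP 1 and 3 joined 6-3-A6 IP 1, 3 and 4, and 654 genes were called. The treatment groups called 0, as did 97 other splits. Seen afterwards, the 5 libraries joined in that split had the highest endothelial scores, 2.45 to 3.14 against at most 1.43. A grouping by endothelial score that mixes the treatments therefore gave as many calls as the study's choice.

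In the 4 libraries left out, edgeR called 0 of 13688 genes, with 525 at an unadjusted p under 0.05. Of the 639 study calls tested there, 589 (92.2%) changed in the opposite direction, as did 68.2% of the genes that were not called. A choice of libraries by their separation favors opposite directions among those left out. Singly, Hbb-bs (log2 fold change 0.55), Hba-a1 (0.19), Hba-a2 (0.14) and Mmp9 (-0.06) kept the direction of the study's libraries. The other genes that the paper names as higher or lower reversed it, from -0.08 for Bcar1 to -2.79 for Ramp3 among those higher and from 0.16 for Col6a3 to 1.72 for Marco among those lower. The lowest edgeR adjusted p of these genes was 0.983.

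The higher globin genes in 6-3-A6 IP may come from RNA of red blood cells. The 4 tumors with the highest globin in IP are the 4 with the highest globin in input and with the highest values of other erythroid genes in IP (exact p = 0.00476), and they include control IgG 3. Globin mRNA on endothelial ribosomes as the main source is argued against by the median log2 fold change of IP over input, -0.77, where the endothelial list had 4.36. The prediction set beforehand also asked for other erythroid genes to be higher in 6-3-A6 IP as a group. That part was not met over the study's libraries, where the list was not shifted (camera adjusted p = 0.425), so the explanation rests on the other part, the values per tumor in IP and input. More blood in treated tumors is a biological explanation that stays open, and input globin did not differ between groups beyond the spread (two-sided exact permutation test, p = 0.429).

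In the 10 IP libraries together camera on pathways put Signaling by VEGF (adjusted p = 0.0226) higher, and Signaling by NOTCH3 (0.00498) and Signaling by NOTCH4 (0.0226) lower in 6-3-A6 IP, at the preset correlation and without a test of other splits. Many other pathways passed as well, with the lowest adjusted p for extracellular matrix organization (1.71e-12, lower). Signaling by NOTCH (0.520), NOTCH1 (0.677) and NOTCH2 (0.181) did not pass. Over the study's libraries camera put NOTCH3 (0.937) and NOTCH4 (0.498) higher instead, without passing. No change of NOTCH4 signaling is concluded from these values.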
